# Myeloid-derived suppressor cell mitochondrial fitness governs chemotherapeutic efficacy in hematologic malignancies

**DOI:** 10.1038/s41467-024-47096-9

**Published:** 2024-03-30

**Authors:** Saeed Daneshmandi, Jee Eun Choi, Qi Yan, Cameron R. MacDonald, Manu Pandey, Mounika Goruganthu, Nathan Roberts, Prashant K. Singh, Richard M. Higashi, Andrew N. Lane, Teresa W-M. Fan, Jianmin Wang, Philip L. McCarthy, Elizabeth A. Repasky, Hemn Mohammadpour

**Keywords:** Immune cell death, Cancer metabolism, Metabolomics

## Abstract

Myeloid derived suppressor cells (MDSCs) are key regulators of immune responses and correlate with poor outcomes in hematologic malignancies. Here, we identify that MDSC mitochondrial fitness controls the efficacy of doxorubicin chemotherapy in a preclinical lymphoma model. Mechanistically, we show that triggering STAT3 signaling via β2-adrenergic receptor (β2-AR) activation leads to improved MDSC function through metabolic reprograming, marked by sustained mitochondrial respiration and higher ATP generation which reduces AMPK signaling, altering energy metabolism. Furthermore, induced STAT3 signaling in MDSCs enhances glutamine consumption via the TCA cycle. Metabolized glutamine generates itaconate which downregulates mitochondrial reactive oxygen species via regulation of Nrf2 and the oxidative stress response, enhancing MDSC survival. Using β2-AR blockade, we target the STAT3 pathway and ATP and itaconate metabolism, disrupting ATP generation by the electron transport chain and decreasing itaconate generation causing diminished MDSC mitochondrial fitness. This disruption increases the response to doxorubicin and could be tested clinically.

## Abstract (web summary)

Myeloid derived suppressor cells (MDSC) are associated with tumourigenesis and therapy response. Here, the authors show that beta 2-adrenergic receptor activation in MDSC leads to metabolic rewiring which regulates chemotherapy response in preclinical models of blood cancer.

## Introduction

Hematologic malignancies are cancers of blood-forming tissues. Patients diagnosed with these cancers often receive treatment with combination chemotherapeutic agents. Although the short-term efficacy of chemotherapy is typically driven by its cytotoxic effects on tumor cells, many patients receive additional benefit from the activation of an anti-tumor immune response elicited in response to dying tumor cells^1,2^. This cooperation between chemotherapy agents and anti-tumor immune responses may eliminate or control the proliferation of residual malignant cells not killed by chemotherapy directly, resulting in long-term remission^1^. However, chemotherapy also triggers the proliferation of Myeloid Derived Suppressor Cells (MDSCs), leading to a reduced anti-tumor immune response and diminished effectiveness of the chemotherapy^3^.

MDSCs are a heterogeneous group of immature myeloid cells that promote immune escape and tumor growth by inhibiting critical anti-tumor immune responses^4–6^. As a result, high levels of MDSCs are a negative prognostic marker in patients with hematologic malignancies^7^. Furthermore, preclinical and clinical studies have shown that MDSC depletion, in combination with immunomodulatory therapies including chemotherapeutic agents, can enhance tumor control and treatment efficacy^7^.

Doxorubicin, an anthracycline used in cancer treatment, induces oxidative stress by generating reactive oxygen species (ROS) through a reduction process. This oxidative stress causes membrane and DNA damage, triggering apoptotic cell death pathways^8^. MDSCs, often found in oxidative-stress-prone environments like tumors, respond to ROS by activating antioxidative pathways and undergoing transcriptional changes that influence their fate and function^9^. In the tumor microenvironment (TME), MDSCs utilize metabolic reprograming to counter ROS-mediated apoptosis and survive in relatively harsh conditions^10^. This includes the uptake of extracellular nutrients, (e.g., glucose, fatty acids, glutamine, and acetate), in addition to the generation of energy and antioxidant metabolites via glycolysis, the tricarboxylic acid (TCA) cycle, and fatty acid oxidation (FAO)^11^. Recent studies have shown that protumor immune cells, including M2 macrophages and MDSCs, activate central carbon metabolic reprogramming to prevent ROS mediated apoptosis in the TME. Additionally, a shift in central carbon metabolism in MDSCs generates antioxidant metabolites such as phosphoenolpyruvate (PEP), thereby protecting MDSCs from oxidative stress mediated apoptosis^10^.

Our previous studies of solid tumors have shown that triggering the β-adrenergic receptor (β-AR), specifically the β2-AR, either through pharmacological agonists such as isoproterenol (ISO) or in vivo via increased adrenergic stress, increasing norepinephrine-dependent signaling, enhances the accumulation and immunosuppressive function of MDSCs^12,13^. However, very little is known regarding how metabolic reprograming induced by β2-AR signaling affects the sensitivity of MDSC to chemotherapy or regulates the efficacy of chemotherapy in hematologic malignancies. In this study, we employed established murine hematologic malignancy models to study the role of β-AR signaling on the metabolic fitness of MDSCs during chemotherapy. Interestingly, we found that the ATP and Itaconate metabolites regulated by STAT-3 signaling are critical regulators of mitochondrial fitness in MDSCs which subsequently determines the efficacy of doxorubicin therapy. Mechanistically, we found that MDSC activation by β-ARs triggers the STAT3 signaling pathway, which ultimately promotes mitochondrial metabolic reprograming and improves MDSC survival due to the acquisition of an anti-apoptotic phenotype. Pre-clinically, we found that blocking the β2-AR signaling, STAT-3 signaling or ATP and Itaconate metabolites results in enhancement of doxorubicin chemotherapy, marked by reduced tumor growth and increased survival in the EL4 murine lymphoma model.

## Results

### β-Adrenergic receptor (β-AR) signaling modulates doxorubicin efficacy in the EL4 lymphoma model via MDSC regulation

To investigate the role of β-AR signaling in the efficacy of chemotherapy in hematologic malignancies, wildtype (WT) mice were injected intravenously (i.v.) with the lymphoma cell line EL4 followed by a suboptimal dose (day 7; i.v.; 4 mg/kg) of doxorubicin alone or with propranolol (daily; i.p.; 1 mg/kg). The combination of propranolol with doxorubicin increased survival compared to the single agent treatment groups (Fig. 1A). Addition of an anti-Gr1 antibody that depletes Gr-expressing MDSCs enhanced doxorubicin efficacy to that of combined doxorubicin and propranolol treatment. This demonstrated a role for MDSCs in inhibiting chemotherapy-directed tumor control (Fig. 1B). Examination of immune cell compartments from these models demonstrated a significant reduction in MDSC populations in the combination therapy group (Fig. 1C, D). This reduction with combination treatment was accompanied by higher MDSC apoptosis rates, as measured by annexin V staining (Fig. 1E, F), and higher levels of activated caspase 3 (Fig. 1G, H), and caspase 8 (Fig. 1I, J). This implies that active β-AR signaling promotes MDSC survival and reducing this signaling by β-AR inhibition would decrease MDSC survival. We found that combined doxorubicin and propranolol treatment improved survival in the C1498 acute myeloid leukemia (AML) model (Fig. S1). It is known that MDSCs reduce the function of tumor-reactive adaptive immune cells^7^. We have shown that their depletion by combined modality treatment may encompass another approach to improve the treatment of hematologic malignancies.

**Fig. 1:**
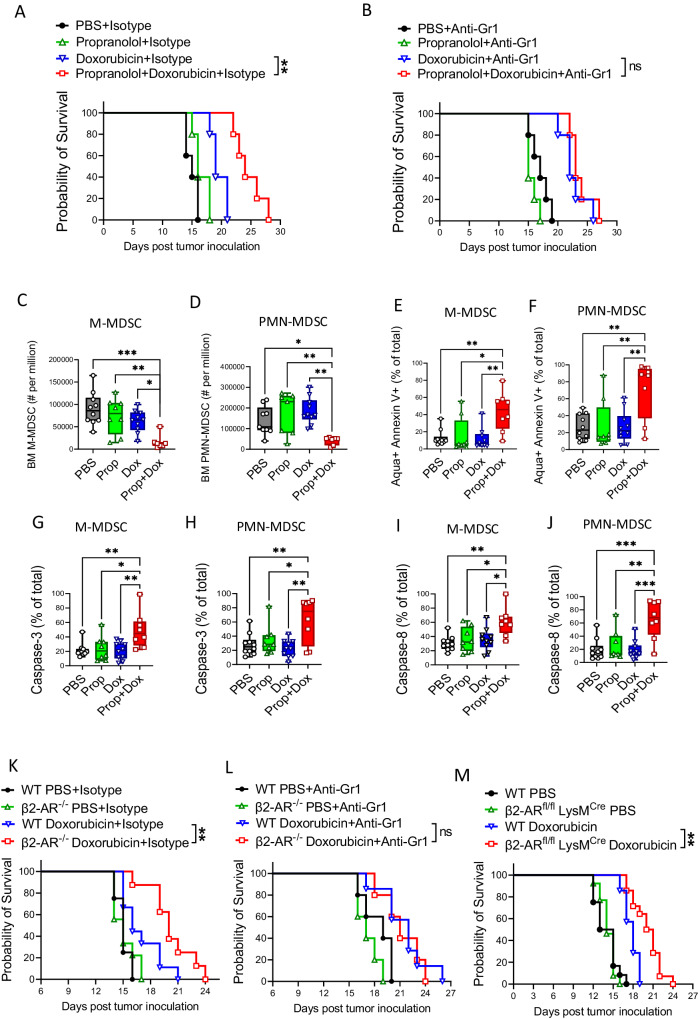
Combining adrenergic receptor (β-AR) blockade with doxorubicin results in increased survival of mice with EL4 lymphoma and is associated with changes in MDSC frequency. **A**, **B** The EL4 tumor was given i.v. to mice followed by propranolol (daily; i.p.; 1 mg/kg), or doxorubicin (day 7; i.v.; 4 mg/kg), or both. The mice were treated with (**A**) Isotype (**p = 0.0026) or (**B**) anti-Gr1 depleting antibody (twice weekly; i.p.; 1 mg/kg). Two-sided Mantel-Cox log rank test. Frequency of (**C**) CD11b^+^Ly6C^+^Ly6G^-^ (M-MDSC) (*p = 0.0264; **p = 0.0055; ***p = 0.0002) and (**D**) CD11b^+^Ly6C^+^Ly6G^+^ (PMN-MDSC) (**p = 0.0467; **p = 0.0012; **p = 0.0075) in bone marrow of mice treated as in (**A**). Apoptosis rate in (**E**) M-MDSCs (*p = 0.0110; **p = 0.0025; **p = 0.0025) and (**F**) PMN-MDSCs (**p = 0.0026; **p = 0.0028; **p = 0.0062) from (**A**) measured by Annexin V staining (apoptotic cell: Aqua^+^ Annexin V^+^). Activated levels of caspase 3 determined by CaspGLOW™ Caspase-3 staining on (**G**) M-MDSCs (*p = 0.0195; **p = 0.0065) and (**H**) PMN-MDSCs (*p = 0.0493; **p = 0.0014; **p = 0.0068) from mice treated as in (**A**). Activated levels of caspase 8 determined by CaspGLOW™ Caspase-8 staining on (**I**) M-MDSCs (*p = 0.0114; *p = 0.0169; **p = 0.0016) and (**J**) PMN-MDSCs (**p = 0.0026; ***p = 0.002; ***p = 0.003) from mice treated as in (**A**). In (**C**−**J**) data presented as mean ± SEM. Pool of two independent experiments with *n* = 5 mice per group. Survival of EL4 tumor bearing mice in WT vs. β2AR^-/-^ mice treated with doxorubicin (day 7; i.v.; 4 mg/kg) and treated with (**K**) Isotype (**p = 0.0019) or (**L**) anti-Gr1 depleting antibody (twice weekly; i.p.; 1 mg/kg). Two-sided Mantel-Cox log rank test. **M** Survival of EL4 tumor bearing recipients in WT, β2-AR^-/-^ and the conditional β2-AR^fl/fl^ LysM^Cre^ myelomonocytic population knockouts. WT compared to β2-AR^fl/fl^-LysM^Cre^ mice treated with doxorubicin (day 7; i.v.; 4 mg/kg) (**p = 0.0064). Two-sided Mantel-Cox log rank test. Source data containing independent experiments raw data are provided as a Source Data file.

Based on our previous data demonstrating that signaling through the β2-AR diminishes the effect of MDSCs during solid tumor therapy, we sought to conditionally knock out the β2-AR in myelomonocytic cells. The gene that encodes the β2-AR in mice is *Adrb2* and mice bearing *Adrb2* deletions are deficient in expressing β2-AR (here we refer to them as β2-AR^-/-^)^12,14^. To confirm the key role of β2-AR signaling in MDSCs, we employed β2-AR^-/-^ (Fig. 1K, L) and the conditional β2-AR^fl/fl^ LysM^Cre^ in the myelomonocytic population only (Fig. 1M) mice. Recipients were injected with EL4 (i.v.) and treated with doxorubicin (day 7; i.v.; 4 mg/kg). To examine the role of MDSCs in the β2-AR^-/-^ model, anti-Gr1 antibody was injected twice weekly i.p. at 1 mg/kg to deplete MDSCs. Administration of doxorubicin to β2-AR^-/-^ mice (Fig. 1K) or β2-AR^fl/fl^ LysM^Cre^ mice (Fig. 1M) enhanced survival compared to control recipients. Anti-Gr1 administration improved survival of WT recipients receiving doxorubicin similar to that of the β2-AR^-/-^ recipient receiving doxorubicin levels (Fig. 1L). These results identify increased MDSC survival, mediated by β2-AR signaling, as an important cellular process limiting chemotherapy efficacy and provide a potential treatment option with β-AR-blockade to be tested in clinical trials to overcome MDSC immunosuppression during treatment.

### β2-AR signaling in MDSCs regulates intrinsic apoptotic pathways

To confirm that β2-AR signaling mediated MDSC resistance to apoptosis, we generated MDSCs in vitro using IL-6 and GM-CSF, and with/without the pan-β-AR agonist, isoproterenol (ISO). MDSCs generated from β2-AR^-/-^ mice in the presence or absence of ISO served as additional controls for β-AR specificity. MDSC populations were exposed to increasing concentrations of doxorubicin (1−1000 ng/mL) (Fig. 2). The MDSCs were phenotypically characterized as M-MDSC (CD11b^+^Ly6G^−^Ly6C^hi^) and PMN-MDSC (CD11b^+^Ly6G^+^Ly6C^lo^)^15,16^. Detection of apoptosis by annexin V showed that ISO treatment generated resistance to doxorubicin-induced apoptosis in M-MDSCs (Fig. 2A) and PMN-MDSCs (Fig. 2B). This decreased level of apoptosis was associated with lower caspase 3 activity (Fig. 2C, D). Recent advances in single-cell RNA-sequencing (scRNA-seq) offer an opportunity to detect variation at the cellular level and to dissect heterogeneous populations of cells into unique cell clusters. To analyze in vitro generated MDSCs in further detail, we applied scRNA-seq to these cells. 

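Single-cell libraries were made with the 10X Genomics platform on day 4 from live CD11b+ cells grown with IL-6 and GM-CSF (40 ng/ml each). The samples carried multiplexing tags, which mark the cells of each culture so that cultures can be pooled before capture. The 2 libraries from WT cells are named here WT+PBS and WT+ISO. The sample titles and the paper place ISO (10 µM) in WT+ISO and none (0 µM) in WT+PBS, whereas the treatment field of the sample labels gives isoproterenol (10 µM) for both, and the titles and the paper were followed. The authors deposited counts of unique molecular identifiers (UMIs) per gene and cell from Cell Ranger 7.0.0 without normalization. The files list the genes and 12 multiplexing tags, and the tags were left out. Cells with at least 200 genes and at most 10% mitochondrial UMIs were kept, which left 2210 cells in WT+PBS and 2264 in WT+ISO. These cells held 24393687 and 29400468 UMIs in the same order, with medians of 8088.5 and 10252 UMIs per cell. UMIs of a gene were summed over the cells of a library and given per 1000000 UMIs of that library (CPM). With 1 library per group there are no replicates and no test was made. The 95% intervals given with the values (exact Clopper-Pearson for a share of cells, exact conditional binomial for a ratio) cover counting error only, not the difference between cultures or animals. The files name no genome build, and positions of genes were found through their identifiers.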

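The cells of WT+PBS and WT+ISO were clustered with all other cells of the series, 9303 in all. The Leiden method was used on 30 principal components of 2000 variable genes. Genes of the intrinsic apoptosis, TCA cycle and glutathione biosynthesis lists used below were left out of the variable genes. Genes found only in the other lists analysed were not. At resolution 0.4 there were 6 clusters with at least 1% of cells each and a cluster of 80 cells. Leading genes are those with the largest ratio to the other cells among genes found in at least 10% of the cluster's cells, and without that minimum Prg2 and Epx led cluster 0. Resolution 0.4 was settled on after the cluster counts at each resolution had been seen. Names were given from marker genes fixed beforehand, and "like" marks that they rest on transcripts alone. The rule that turned markers into names was itself written after the clusters and their shares per library had been seen. Cluster 0 (1740 cells, led by Retnlg and Mmp9) was mature neutrophil-like, cluster 1 (1602 cells, Ltf) specific-granule neutrophil-like, cluster 3 (1594 cells, Mpo and Elane) azurophil-granule neutrophil progenitor-like and cluster 4 (1487 cells, C1qb and Mrc1) macrophage- or dendritic-cell-like. Cluster 2 (1601 cells, led by Gpnmb and Atp6v0d2) and cluster 5 (1199 cells, led by Matn2) had none of their best class's markers among their 10 leading genes and stayed unnamed. The median cell of cluster 2 held 2778 UMIs, 0.338 of its library's median. The 3 neutrophil-like clusters, pooled as PMN-like, made up 47.9% of the cells of WT+PBS (95% interval 45.8 to 50) and 64.8% of WT+ISO (62.8 to 66.8). Cluster 2 took 24.4% of WT+PBS and 12.7% of WT+ISO. The share of cluster 5 was 12.6% and 14.6% in the same order, and that of cluster 4 was 13.9% and 7.29%. The PMN-like share depended on how the clusters were found and named. When names did not require a marker among the 10 leading genes, a rule tried after the data were seen, the share was 72.4% in WT+PBS and 77.5% in WT+ISO. With names from the mean marker ratio alone, also tried after the data were seen, it was 56.6% and 58.6%. That rule named cluster 0 eosinophil, although 0 of the eosinophil markers were found in 10% of its cells, and named cluster 2 mature neutrophil, so cluster 2 took the place of cluster 0 in the pooled share. Leaving the 50 genes that differed most between the WT libraries out of the clustering gave 71.4% and 77.6%.

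**Figure D1:**
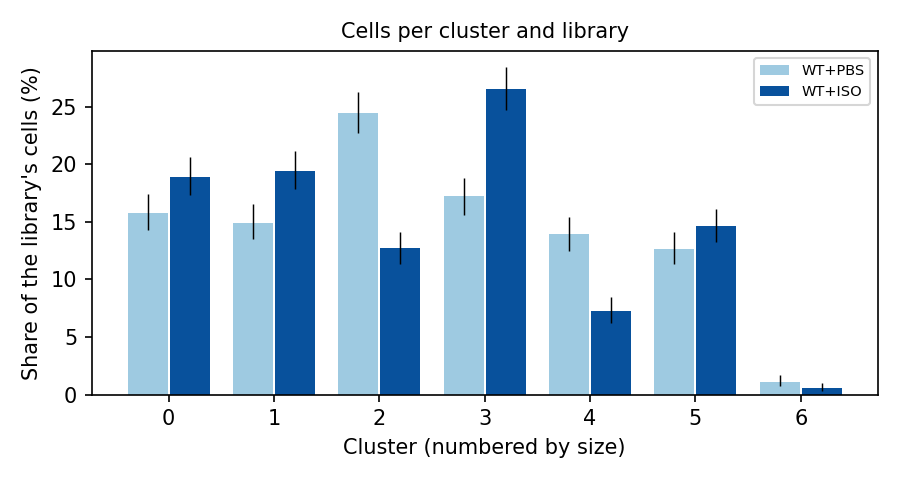
Share of each WT library's cells (%) in each cluster, numbered by size, with bars for WT+PBS and WT+ISO and lines for exact 95% intervals that cover counting error only. Cluster 2 holds 24.4% of WT+PBS and 12.7% of WT+ISO.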

We found that in vitro generated MDSCs from the WT or β2-AR^-/-^ mice, with or without ISO treatment segregated into six clusters (Fig. 2E, F) which were similar in frequency between treatment groups (Fig. S2). However, when evaluating gene expression profiles, apoptotic pathways showed a lower expression of genes correlating with intrinsic apoptotic pathways in WT + ISO MDSCs compared WT + PBS or β2-AR^-/-^ + PBS or +ISO (Fig. 2G). In addition to gene regulation, activation of apoptotic pathways by an apoptotic agent is regulated via post-translational modifications, including protein phosphorylation^17^. 

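The paper's text does not name the genes or the method of its pathway score. A list of 20 pro-apoptotic genes of the intrinsic pathway, fixed before the data were examined, was therefore summed per library. The list had 923.8 CPM in WT+PBS (22536 UMIs) and 973.5 CPM in WT+ISO (28620 UMIs), a log2 ratio of ISO over PBS of 0.075 (95% interval 0.050 to 0.101). The median log2 ratio of the list's genes lay at the 85.3 percentile of 10000 random lists matched on expression, which describes these libraries and is not a test. Bax (ENSMUSG00000003873) gave 31% of the list's UMIs. The list's genes did not move together. Of 18 genes with at least 50 UMIs, 7 had intervals above 0, 4 below 0 and 7 spanning 0. The 4 below 0 were Bmf (-0.898), Bcl2l11 (-0.586), Pmaip1 (-0.376) and Apaf1 (-0.157). By cluster, the log2 ratio lay above 0 in 5 of 6 clusters, from -0.063 to 0.232. Adding 7 anti-apoptotic genes of the BCL2 family to the list moved the log2 ratio most, to -0.191, because these 7 genes alone had a log2 ratio of -0.49 (-0.51 to -0.46). The Reactome list of the intrinsic pathway gave -0.0042. With the clusters held at fixed weights the ratio was 0.12. From its pathway scores per cluster (Fig. 2G), together with protein phosphorylation (Fig. 2H), the paper concludes that intrinsic apoptotic pathways are suppressed in MDSCs given ISO.

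**Figure D2:**
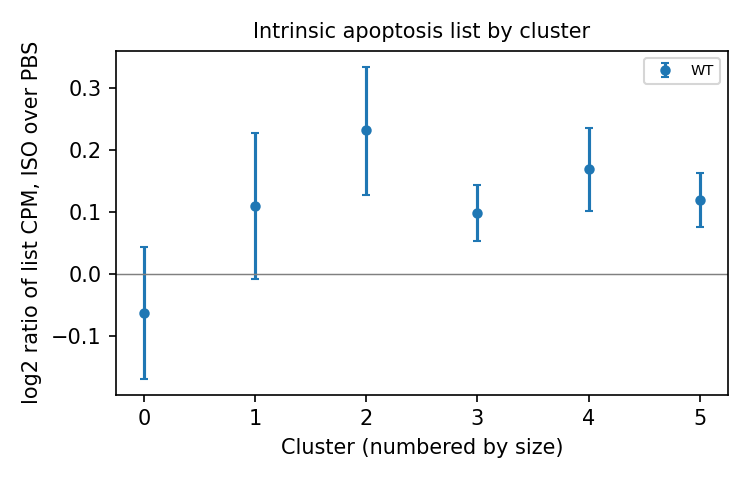
Log2 ratio of the intrinsic apoptosis list (CPM, ISO over PBS) in each of the 6 larger clusters for WT. Lines are 95% intervals that cover counting error only, and the points run from -0.063 to 0.232.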

Large-scale proteomics studies have identified specific phosphorylation sites on proteins involved in intrinsic or extrinsic apoptotic processes^17,18^. We employed an apoptosis phospho-antibody array system (high-throughput ELISA based antibody array) for qualitative protein phosphorylation profiling of apoptotic pathways (according to the Methods section). Examination of apoptotic pathways showed upregulation of anti-apoptotic factors such as Ask (p-Ser83)^19^, Bad (p-Ser529) and Bcl2 (p-Thr69), and downregulation of pro-apoptotic factors such as Chk1 (p-Ser286)^20^ in WT + ISO compared to WT + PBS control MDSCs after doxorubicin treatment (Fig. 2H). Enrichment of the anti-apoptotic representative marker, Bcl2, post β-AR signaling was confirmed by western blot analysis (Fig. S3). Comparing the top marker shifts in β2-AR^-/-^ + ISO to β2-AR^-/-^ + PBS showed no significant change in pro- or anti-apoptotic markers. Potential alterations were seen in signaling markers such intermediates of the NF-κB signaling pathway (Fig. 2I). These data suggest that the effects of ISO on MDSCs is mediated through β2-AR receptor signaling. Activation of both Bcl2 and Bcl-xL protect cells from apoptosis via mROS^21^. Apoptosis signal-regulating kinase 1 (Ask1), plays essential roles in stress-induced apoptosis and its kinase activity is inhibited by phosphorylation at Ser83 by Akt^19^. Bad is a pro-apoptotic member of the Bcl-2 family and survival factors inhibit the apoptotic activity of Bad by phosphorylation at Ser112^22^. Elevated ROS levels also activate the ATR-Chk1 axis^23^ and Chk1 phosphorylation is correlated with higher DNA damage^20^. These results confirm the key role β-AR signaling to suppress intrinsic apoptotic pathways, inducing resistance to doxorubicin-mediated MDSC apoptosis.

**Fig. 2:**
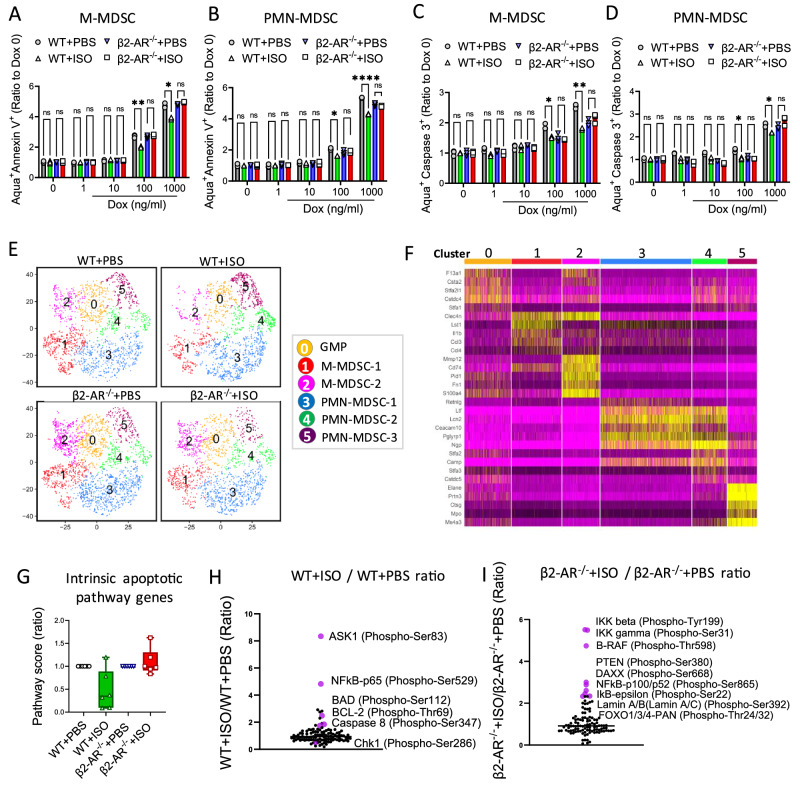
Triggering β-AR signaling suppresses intrinsic apoptotic pathways in MDSCs. **A**, **B** MDSCs were generated in vitro using IL-6 (40 ng/ml) and GM-CSF (40 ng/ml) with and without isoproterenol (10 µM) treatment in both wild type (WT) and β2-AR^-/-^ MDSCs. These cells were then exposed to increasing concentrations of doxorubicin (1−1000 ng/ml). After 20 h. the apoptosis rate was measured by Annexin V (apoptotic cell: Aqua+ Annexin V + ) in (**A**) CD11b^+^Ly6C^+^Ly6G^-^ (M-MDSC) (*p = 0.0109; **p = 0.0030) and (**B**) CD11b^+^Ly6C^+^Ly6G^+^ (PMN-MDSC) (*p = 0.0216; ****p < 0.0001). One-way ANOVA with Bonferroni’s multiple comparison tests. Data are presented as mean ± SEM. Representative of three independent experiments with *n* = 3 technical replicates per group. Activated caspase 3 was detected in in vitro generated MDSCs as (**C**) M-MDSC (*p = 0.0419; **p = 0.0019) and (**D**) PMN-MDSC (*p = 0.0158; *p = 0.0455) by CaspGLOW™ Caspase-3 staining assay. One-way ANOVA with Bonferroni’s multiple comparison tests. Data are presented as mean ± SEM. Representative of three independent experiments with *n* = 3 technical replicates per group. **E**, **F** MDSCs were generated in vitro, and their transcriptomics profile was evaluated by single cell RNA sequencing (scRNA-seq). **E** tSNE plots demonstrate distribution of MDSC subpopulations, and (**F**) the heatmap summarizes the top genes correlated with each subpopulation. **G** Overall gene profile shift in generated MDSCs for intrinsic apoptotic pathway. Each data point represents pathway score value of a cluster (clusters 0−5 of **E**, **F**). Results are shown as representative of *n* = 6 clusters per group. Data are presented as mean ± SEM. Apoptosis Phospho-Antibody Array used to detect apoptotic pathways on in vitro generated (**H**) WT + ISO vs. WT + PBS, and (**I**) β2-AR^-/-^ + ISO vs. β2-AR^-/-^ + PBS control MDSCs. Source data containing independents experiment raw data are provided as a Source Data file.

### Activation of MDSC STAT3 signaling regulates mitochondrial metabolism to generate ATP

The intrinsic apoptosis pathway, regulated by mitochondrial metabolism, was downregulated in MDSCs after β-AR signaling (Fig. 2). We hypothesized that activation of β-AR signaling in MDSCs controls their mitochondrial metabolism. Seahorse metabolic flux assays showed that WT + ISO MDSCs experienced a significantly higher rate of mitochondrial respiration compared to controls, as measured by an increased basal oxygen consumption rate (OCR) rate (Fig. 3A). The effect appears to be mediated by the β2-AR as ISO treatment in the β2-AR^-/-^ cells is the same as WT cells treated with PBS. The increase in MDSC mitochondrial respiration accompanied an ~35% increase in cellular ATP generation (Fig. 3B). Higher mitochondrial metabolism occurred with enhanced expression of TCA cycle-associated genes (Fig. 3C). Thus, β2-AR signaling may serve as a rheostat of MDSC mitochondrial respiration. 

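A list of 18 genes of the TCA cycle had 1298 CPM in WT+PBS (31657 UMIs) and 1347 CPM in WT+ISO (39601 UMIs), a log2 ratio of 0.054 (0.032 to 0.075). Mdh2 (ENSMUSG00000019179), the most abundant gene of the list, gave 17.9% of its UMIs and had a log2 ratio of 0.12. The median of the genes stood at the 75.8 percentile of the matched random lists. Among the 6 larger clusters, the ratio lay above 0 in 4, from -0.045 to 0.138. The largest shift came from leaving the 20 most abundant genes of all out of the library totals, which gave 0.096.

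**Figure D3:**
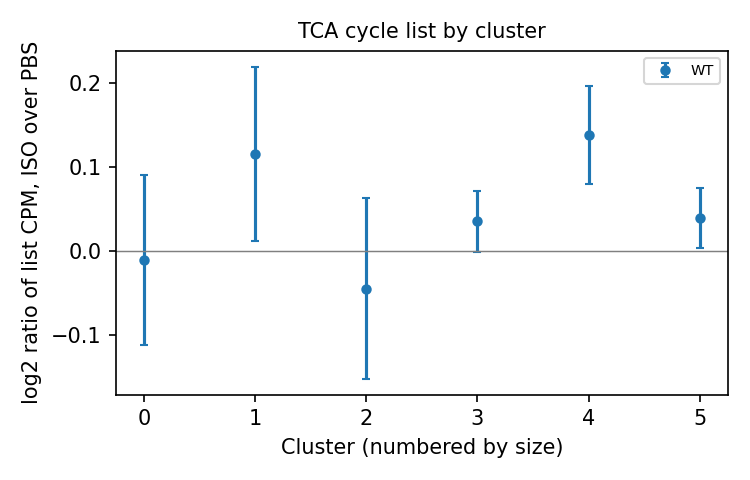
Log2 ratio of the TCA cycle list (CPM, ISO over PBS) by cluster for WT, with lines for 95% intervals of counting error. The points lie between -0.045 and 0.138.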

Additional examination of MDSC subpopulations demonstrated that CD11b^+^Ly6C^+^Ly6G^-^ (M-MDSC) had higher mitochondrial respiration capacity than the CD11b^+^Ly6C^-^Ly6G^+^ (PMN-MDSC) subpopulation, although both subpopulations showed enhanced mitochondrial respiration post β-AR signaling (Fig. S4A−C).

**Fig. 3:**
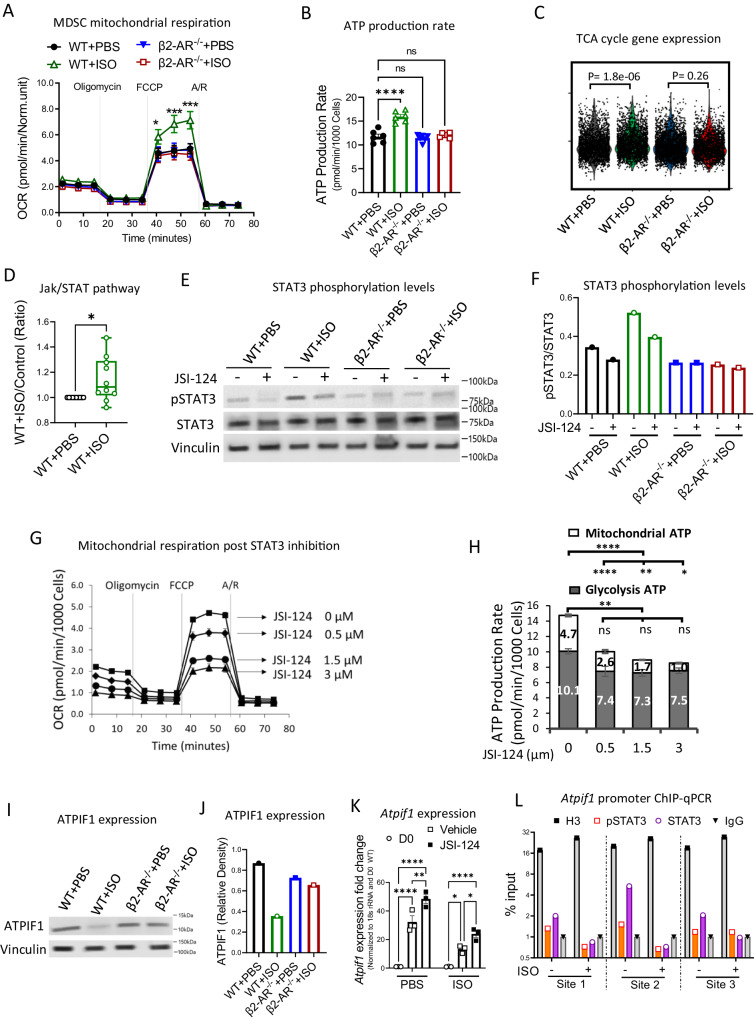
β-AR signaling in MDSCs induces higher mitochondrial ATP generation, correlating with regulation of ATPIF1. **A**, **B** MDSCs were generated in vitro as in Fig. 2. **A** Mitochondrial respiration (*p = 0.0165; ***p < 0.001), **B** ATP generation (****p < 0.0001) determined by Seahorse assay. One-way ANOVA with Bonferroni’s multiple comparison tests. Data presented as mean ± SEM. Representative of two independent experiments with *n* = 4 technical replicates per group. **C** Transcriptomics profile of TCA cycle gene pool determined in scRNA-seq as Fig. 2E, F. **D** Activation of Jak-STAT pathway by ISO treatment of MDSCs detected by cell signaling phospho-antibody array. Phosphorylation levels for pSTAT3 (Tyr705), pSTAT2 (Tyr690), pSTAT5B (Ser731), pSTAT6 (Thr645), pJAK2 (Tyr1007), pJAK2 (Tyr221), pAKT1 (Ser473), pAKT1S1 (Thr246), pAKT2 (Ser474), pRaf1 (Ser259) (*p = 0.0292). The two-sided paired t-tests. Data are presented as mean ± SEM. *n* = 10 target protein per group. **E**, **F** MDSCs were generated as in (**A**), and treated with pSTAT3 blocker, JSI-124 (1 µM) on days 3. **E** Western blot image shows the total STAT3 and pSTAT3 (Tyr705) and (**F**) quantified as pSTAT3/STAT3 ratio. *n* = 1 per group. **G** Mitochondrial respiration in MDSCs treated with increasing concentrations of the STAT3 blocker, JSI-124 (1 µM). *n* = 3 replicates per group. **H** Mitochondrial and glycolysis-based ATP generation was assessed using the ATP assay kit on MDSCs treated with increasing concentration of the STAT3 blocker, JSI-124. *n* = 3 replicates per group. **I**, **J** ATPIF1 expression in generated MDSCs was determined by western blot. *n* = 1 per group. **K** *Atpif1* expression in WT + ISO and WT + PBS control MDSCs post STAT3 signaling blockade by JSI-124 (1 µM) (*p = 0.0109; *p = 0.0252; **p = 0.0016; ****p < 0.0001). Two-way ANOVA with Tukey’s multiple comparison tests. Data are presented as mean ± SEM. Representative of two independent experiments with *n* = 3 technical replicates per group. **L** ChIP-qPCR assay demonstrated STAT3 compared to pSTAT3 binding to the *Atpif1* promoter at two of the 3 potential binding sites after stimulation with isoproterenol (10 µM) for 30 min. Anti-histone H3 (H3): positive control; Anti-IgG isotype: negative control. Source data containing independent experiments raw data are provided as a Source Data file.

M-MDSCs and PMN-MDSCs share key biochemical features that enable their suppression of immune responses, including the upregulation of signal transducer and activator of transcription 3 (STAT3) expression^4^. During differentiation, cytokines including IL-6 and GM-CSF induce activation of STAT3 signaling^5,24^. Activated STAT3 signaling during MDSC activation correlated with elevated expression of gene patterns related to Janus kinase (JAK) and STAT signaling^25^. Screening using a cell signaling phospho-antibody array demonstrated enhanced JAK/STAT pathway activity in MDSCs after β2-AR signaling (Fig. 3D) compared to controls. To confirm this, we generated MDSCs in vitro with and without ISO stimulation and assessed STAT3 activation by determining STAT3 phosphorylation (Tyr705). JSI-124 (cucurbitacin I) is a cell permeable molecule that inhibits tyrosine kinase activity that is specific to JAK/STAT3 signaling^26^. In parallel studies, cells were treated with JSI-124 (1 µM) on day 3 of MDSC generation. Western blot analysis confirmed enhancement of pSTAT3, which was blocked by JSI-124 treatment recapitulating the effect seen with the β2-AR^-/-^ cells (Fig. 3E, F). This corroborates our previous report demonstrating enhanced MDSC STAT3 signaling via activation of β-AR signaling in vivo^12^.

To clarify the role of the STAT3 signaling pathway in the shift in mitochondrial respiration post β2-AR activation, we triggered β2-AR using ISO, exposing MDSCs to increasing JSI-124 (0.5−3 µM) concentrations. We utilized the Agilent Seahorse XF ATP Real-Time rate assay to determine the ATP production rates from glycolysis and oxidative phosphorylation simultaneously. The mitochondrial respiration rate was decreased by JSI-124 in a dose-dependent manner, along with decreased ATP synthesis and reserve capacity (Fig. 3G). Although glycolysis generated ATP more rapidly than oxidative phosphorylation, glycolysis showed a much lower response to JSI-124 (Fig. 3H). These studies show that STAT3 signaling regulates mitochondrial ATP generation but not glycolytically-derived ATP generation.

We investigated mechanisms of how STAT3 signaling in MDSCs regulates mitochondrial ATP generation. During mitochondrial ATP generation, the electron transport chain (ETC) contains two electron transport pathways: Complex I/III/IV with NADH as the substrate, and complex II/III/IV, using succinate as the substrate. Mitochondrial complex V or F1-ATP synthase catalyzes ATP synthesis driven by the mitochondrial proton gradient generated by the ETC^27,28^. The physiological regulator of the ATP synthase is ATPase inhibitory factor 1 (ATPIF1), a 12 kD protein, that inhibits both the synthetic and hydrolytic activities of the enzyme^29,30^. We hypothesized that ATPIF1 could be a potential regulator of ATP generation in ISO-treated MDSCs. We determined ATPIF1 expression in WT + ISO and controls by western blot (Fig. 3I, J), which demonstrated lower levels of ATPIF1 in WT + ISO compared to control MDSCs. After activating β-AR signaling in MDSCs, blocking STAT3 signaling by JSI-124 results in upregulation of ATPIF1 expression (Fig. 3K). To confirm the suppressive function of pSTAT3 on *Atpif1* expression, we assessed the direct interaction of pSTAT3 and STAT3 with the promoter region of *Atpif1* by the Chromatin Immunoprecipitation quantitative PCR (ChIP-qPCR) assay. Treatment of MDSCs with ISO decreased the binding of STAT3 and pSTAT3 to *Atpif1* promoter regions in two of the 3 potential binding sites (from matching consensus sequences generated by the UCSC Genome Browser on Mouse [GRCm39/mm39] program) (Figs. 3L and S5). In non-treated MDSCs, STAT3 binds to *Atpif1* promotor at higher rate compared to pSTAT3 (Fig. 3L). This confirmed the decrease in STAT3 binding on *Atpif1* promoter post β-AR signaling to reduce *Atpif1* gene expression. STAT3 signaling is key for shaping MDSC differentiation and function. This includes regulating the gene expression profile toward a suppressive phenotype and functions. Although pSTAT3 regulates gene expression at early time points post activation, unphosphorylated STAT3 is responsible for pSTAT3 non-responding genes at later time points^31^. Unphosphorylated STAT3 accumulates in response to gp130-linked cytokines (e.g., IL-6), activating transcription. Unphosphorylated STAT3 sustains cytokine-dependent signaling at later times through a distinct mechanism from that used by pSTAT3. To determine how the STAT3 pathway post β2-AR signaling reduces *Atpif1* expression (a physiological need for MDSC-enhanced OXPHOS), we performed ChIP-qPCR to confirm that STAT3/pSTAT3 binds to the *Atpif1* promotor post AR signaling. Our results show that in untreated MDSCs, unphosphorylated STAT3 is attached to the *Atpif1* promoter. Post β2-AR stimulation, STAT3 phosphorylation (pSTAT3) is enhanced resulting in reduced STAT3 availability and decreased binding to the *Atpif1* promoter, suppressing *Atpif1* expression. This is in accordance with the subtle and sustained stimulation of the STAT3 pathway at physiological levels in MDSCs relying on higher OXPHOS. These results link activated STAT3 signaling post β-AR activation to enhanced mitochondrial respiration and increased ATP generation mediated by the suppression of ATPIF1. Although previous studies have reported that whole-body deletion of ATPIF1 caused no obvious phenotype in non-stressed mice^32^, ATPIF1 is a known regulator of mitochondrial respiration in cancer, hepatic, cardiac and neurological cells/tissues after hypoxic or adrenergic stimulation^33–35^. β-AR signaling also controls ATPIF1 function to upregulate ATP production in the heart, thereby regulating cardiac dysfunction^36,37^. These results together point to a key role for ATPIF1 activation post STAT3 signaling in MDSC metabolism. However, the shift of ATPIF1 function would not be the only regulator of mitochondrial respiration and other metabolic reprograming processes also could contribute to regulation of MDSC mitochondrial respiration.

### STAT3 signaling in MDSCs downregulates AMP-activated protein kinase (AMPK) signaling by increasing the ATP/AMP ratio

Viable cells maintain a high, nonequilibrium ratio of ATP to ADP for survival. Due to the adenylate kinase reaction (2ADP ↔ ATP + AMP), AMP rises when the ATP:ADP ratio falls. Increased AMP activates the AMPK as a major sensor of cellular energy homeostasis^38^. AMPK also regulates cell apoptosis through several mechanisms involving the induction of metabolic reprograming^39,40^. Activated AMPK promotes catabolic pathways that produce ATP while inhibiting anabolic pathways that consume ATP, including macromolecule biosynthesis and cell proliferation^41^. To uncover the molecular mechanisms responsible for apoptotic pathway control resulting from shifted ATP generation, we examined the alteration in the AMPK signaling pathway in β-AR (STAT3) stimulated MDSCs.

As seen in (Fig. 3G, H), Seahorse analysis showed higher mitochondrial ATP generation in MDSCs post β-AR mediated STAT3 signaling. To detect ATP and AMP levels in MDSCs, we performed stable isotope-resolved metabolomics (SIRM) analysis to detect the transformation of ^13^C_5_-glutamine into ATP and AMP over 20 h. Figure 4A, B show the responses of unlabeled metabolites (0), ^13^C incorporation from glutamine (C* = sum of ^13^C_1_ to ^13^C_x_), and total metabolite content (Total = sum of unlabeled and isotope labeled). Each isotopologue was quantified and expressed as μmol/g protein. The SIRM results showed little change in ATP (Fig. 4A) but significantly lower AMP (Fig. 4B) production in WT + ISO compared to WT + PBS MDSCs. The cellular ATP/AMP ratio increased during the 20 h culture in WT + ISO compared to WT + PBS (Fig. 4C). There was no significant change in ATP and AMP concentrations in β2-AR^-/-^ + ISO compared β2-AR^-/-^ + PBS MDSCs (Fig S6A−C). As an energy sensor, the response of AMPK to ATP/AMP shifts is regulated by two mechanisms; (1) AMPK expression is controlled by upstream signaling pathways or (2) canonical AMP-dependent mechanisms control the AMPK enzyme via phosphorylation at various locations including the active site at Thr172^38,42^. To correlate the effects of β2-AR-induced STAT3 signaling with regulation of the AMPK pathway, we assessed the effect of STAT3 blockade on AMPK expression and AMPK phosphorylation. Our phospho-antibody array data showed higher activation of AMPK pathway markers in WT + ISO MDSCs (Fig. 4D). Western blot analysis demonstrated increased expression of pAMPK (Tyr172) after blocking of STAT3 signaling in WT + ISO and control MDSCs (Fig. 4E, F). The level of total AMPK protein showed a small increase by STAT3 blockade in WT + ISO MDSC (Fig. 4E). Regulatory mechanisms on AMPK expression have been seen in cancer cells along with key signaling molecules such as mammalian Target Of Rapamycin (mTOR) (Raptor) or Hypoxia-Inducible Factor 1-alpha (HIF-1α) which control AMPK protein expression. This leads to the induction of subsequent metabolic reprogramming^43^. These results confirm the suppression of the AMPK pathway after β2-AR-induced STAT3 signaling and the induction of a higher MDSC ATP/AMP ratio.

**Fig. 4:**
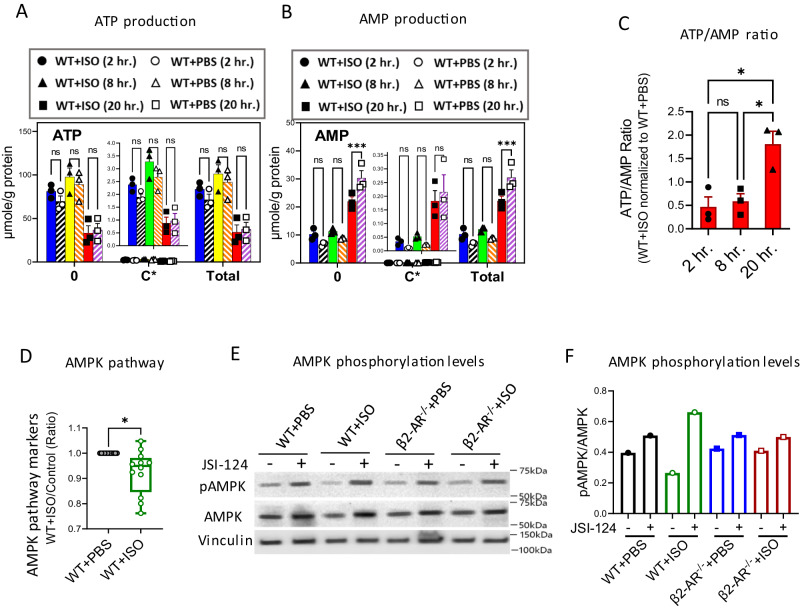
STAT3 signaling induced by stimulation of β-AR increases the ATP/AMP ratio, resulting in downregulation of AMPK signaling in MDSCs. In vitro generated WT + PBS and WT + ISO MDSCs as in Fig. 2 were treated with treated with ^13^C_5_-Gln and isotope-labeling levels in (**A**) ATP and (**B**) AMP were compared at 2 h, 8 h and 20 h. post treatment by Ion Chromatography-Ultra High-Resolution Mass Spectrometry (IC-UHRMS) as unlabeled (0), isotope labeled (C*), and total (pool of 0 + C*) (***p = 0.0001; ***p = 0.0002). Two-way ANOVA with Tukey’s multiple comparison tests. Data are presented as mean ± SEM. Representative of two independent experiments with *n* = 3 technical replicates per group. **C** The ATP/AMP ratio in WT + ISO compared WT + PBS control MDSCs was calculated based on the total ATP and AMP levels in the tracing experiment. (*p = 0.0120; *p = 0.0182) Data are presented as mean ± SEM. Representative of two independent experiments with *n* = 3 technical replicates per group. **D** Activation levels of signaling markers related to the AMPK pathway were determined post ISO treatment treated (WT + ISO) and control (WT + PBS) MDSCs using phospho-antibody array. Phosphorylation levels were measured for pAMPKbeta1 (Ser182), pMAP3K7/TAK1 (Thr184), p4E-BP1 (Thr45), pACC1 (Ser80), pP70S6K (Thr421), pP70S6K (Ser424), pPDK1 (Ser241), pCyclin D1 (Thr286), pEEF2 (Thr56), pelF4E (Ser209), pPP2A-alpha (Tyr307), pFOXO1/3/4-pan (Thr24/32). (*p = 0.0124) The paired *t* tests. Data are presented as mean ± SEM. *n* = 12 target protein per group. **E**, **F** Western blot analysis demonstrating AMPK and pAMPK (Tyr172) levels in generated MDSCs, treated with the STAT3 signaling blocker, JSI-124 (1 µM). Derived from the same samples in Fig. 3E, F. Results are representative of three independent experiments with *n* = 1 per group. Source data containing independent experiments raw data are provided as a Source Data file.

### Enhanced mitochondrial TCA cycle activity with the transformation of glutamine into itaconate

For ATP generation in mitochondria, key metabolic sources include glucose and glutamine that enter cells via Glut1 and amino acid transporters (SNAT1 [Slc1a5] and SNAT2 [Slc38a2]), respectively. Glucose is mainly oxidized via cytoplasmic glycolysis to pyruvate which enters the TCA cycle via pyruvate dehydrogenase (PDH) (AcCoA) or pyruvate carboxylase (PC) (forming oxaloacetate) to form citrate. Glutamine is also a major source fueling the TCA cycle, which is successively deamidated to glutamate and transaminated to alpha-ketoglutarate which can enter the TCA cycle. This transformation is an anaplerotic input into the TCA cycle to fuel mitochondrial energy production and anabolic metabolism. Glutamine is also a glucogenic amino acid whose carbon can participate in gluconeogenesis via phosphoenolpyruvate carboxykinase but also generates pyruvate via malic enzyme activity^44,45^.

Seahorse metabolic flux assay showed a higher rate of mitochondrial respiration and mitochondrial ATP generation post STAT3 signaling (Fig. 3G, H). We then employed SIRM analysis to track the transformation of ^13^C_5_-glutamine into TCA cycle (Fig. 5A) or glycolytic (Fig. S7) intermediates. MDSCs were generated in vitro and treated simultaneously with ^13^C_5_-glutamine, then examined for metabolic incorporation of the heavy isotopes at 2 h and 8 h. Figure 5A shows the amount of unlabeled (0), ^13^C incorporation from glutamine (C* = sum of ^13^C1 to ^13^C_x_), and total metabolite components (sum of unlabeled and isotope labeled) in µmole/g protein. Glycolytic pathway intermediates were not significantly different in WT + ISO and WT + PBS treated MDSCs (Fig. S7A, B). However, there were significant differences in TCA cycle metabolites (Fig. 5A). There was no significant increase in TCA cycle intermediates (Fig. S6D) or changes in glycolytic (Fig. S7C) metabolites of β2-AR^-/-^ + ISO compared to β2-AR^-/-^ + PBS groups. These results parallel the Seahorse assay results, demonstrating no difference between WT + ISO MDSCs and control MDSCs in glycolytic rate (Fig. S7D) and glycolysis-based ATP generation (Fig. S7E).

**Fig. 5:**
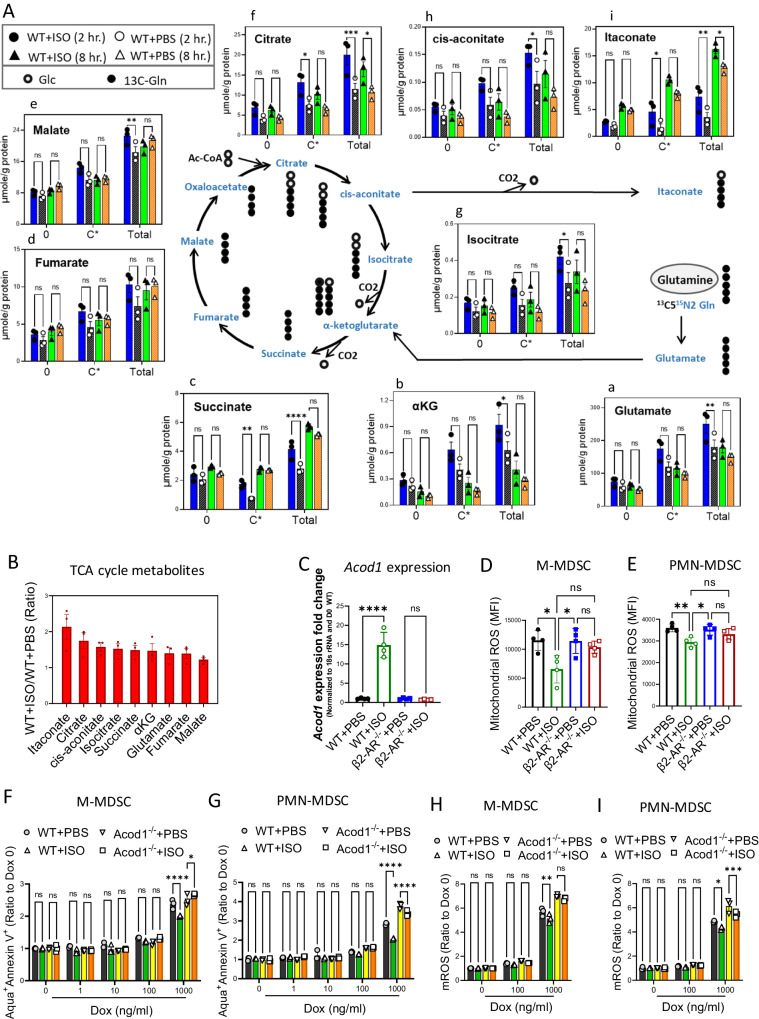
Enhanced transformation of glutamine to itaconate via the TCA cycle by β-AR signaling suppresses mROS generation, enhancing resistance to doxorubicin in MDSCs. **A**, **B** MDSCs were generated as in Fig. 4 and treated with ^13^C_5_-Gln and isotope-labeling levels into TCA cycle metabolites were examined at 2 h and 8 h. timepoints. **A** Glutamine transformation into TCA cycle metabolites and accumulation in itaconate are shown. **B** Accumulation levels of TCA cycle metabolites at the 8 h timepoint in WT + ISO compared WT + PBS control MDSCs. (**a**: **p = 0.0097; **b**: *p = 0.0325; **c**: **p = 0.0021; ****p < 0.0001; e: **p = 0.0077; f: *p = 0.0228; ***p = 0.0002; g: *p = 0.0471; h: *p = 0.0295; i: *p = 0.0441; *p = 0.0480; **p = 0.0078). Two-way ANOVA with Tukey’s multiple comparison tests. Data presented as mean ± SEM. Representative of two independent experiments with *n* = 3 technical replicates per group. 0 = unlabeled; C* = sum of ^13^C-labeled species with 0-x number of ^13^C; Total = sum of all the unlabeled and isotope labeled species. **C** Expression of *Acod1* was measured by real-time PCR in generated MDSCs (****p < 0.0001). Mitochondrial ROS (mROS) was detected by MitoSox Red on (**D**) CD11b^+^Ly6C^+^Ly6G^-^ (M-MDSC) and (^*^p = 0^.^0141; *p = 0.0164) (**E**) CD11b^+^Ly6C^+^Ly6G^+^ (PMN-MDSC) (*p ^=^ 0.0201; **p = 0.0080). In (**C**−**E**) One-way ANOVA with Bonferroni’s multiple comparison tests. Data presented as mean ± SEM. Representative of two independent experiments with *n* = at least 3 technical replicates per group. **F**, **G** MDSCs from WT and ACOD1^-/-^ mice were generated in vitro with and without isoproterenol (10 µM) treatment and exposed to increasing concentrations of doxorubicin (0−1000 ng/ml). Apoptosis (Aqua^+^ Annexin V^+^) was measured by Annexin V staining in (**F**) M-MDSCs (*p = 0.0498; ****p < 0.0001) and (**G**) PMN-MDSCs (****p < 0.0001). mROS levels were examined in (H) M-MDSCs (*p = 0.0019) and (**I**) PMN-MDSCs (*p = 0.0140; ***p = 0.009). In (**F**−**I**) Two-way ANOVA with Tukey’s multiple comparison tests. Data presented as mean ± SEM. Representative of two independent experiments with *n* = 3 technical replicates per group. Source data containing independent experiments raw data are provided as a Source Data file.

During MDSC differentiation from bone marrow, GM-CSF and IL-6 signaling induce STAT3 signaling^5,24^ upregulating glutamine uptake^46^. We observed that glutamine was the preferred fuel source for the TCA cycle via glutaminolysis catalyzed by glutaminase (GLS) (Fig. 5A). β-AR signaling led to increased glutamine uptake and transformation into glutamate (Fig. 5A-a), followed by enhanced incorporation of glutamine-derived carbon in all examined TCA cycle metabolites including alpha-ketoglutarate (αKG) (Fig. 5A-b), succinate (Fig. 5A-c), fumarate (Fig. 5A-d) and malate (Fig. 5A-e), citrate (Fig. 5A-f), and isocitrate (Fig. 5A-g). Furthermore, itaconate and itaconate producing metabolites (cis-aconitate) increased to higher levels than TCA cycle intermediates and β-AR signaling boosted the TCA cycle to generate enhanced itaconate production via cis-aconitate (Fig. 5A h-i). Comparative metabolite examination showed that glutamine transforms through the TCA cycle and accumulates mostly in the form of itaconate, cis-aconitate and citrate in WT + ISO MDSCs compared to control (Fig. 5A, B).

Based on these results, we hypothesized that itaconate could exert a major effect on β-AR signaling in MDSCs. Itaconate has been recently reported as an important regulator of myeloid cell immune responses (e.g., M2 macrophages)^47^. However, the effect of itaconate on MDSC function and survival has not been investigated in detail. Itaconate is generated from cis-aconitate by the mitochondria-associated enzyme aconitate decarboxylase 1 (Acod1; also known as CAD), originally called immune responsive gene 1 (Irg1). Macrophage expression of this enzyme increases over toll-like receptor (TLR) ligands including LPS and cytokines, such as type I and type II interferons^47^. Acod1 is upregulated in murine and human tumor-infiltrating neutrophils and generated itaconate enhances neutrophil resistance to ferroptosis and stimulates breast cancer metastasis via NF-E2–related factor 2 (Nrf2)^48^. We found higher *Acod1* expression in WT + ISO MDSCs compared to controls (Fig. 5C). Itaconate generation regulates ROS levels in macrophages^47^ and tumor neutrophils^48^. Since we observed higher mitochondrial respiration but lower mROS generation (Fig. 5D, E) in MDSCs post β2-AR signaling, we hypothesized that itaconate could be a major metabolite regulating mROS in MDSCs. We then generated MDSCs from WT and Acod1^-/-^ mice in presence of ISO and β2-AR^-/-^ MDSCs as controls and exposed them to increasing doxorubicin concentrations. Apoptosis by Annexin V assay indicated that MDSCs generated in presence of ISO, but lacking the Acod1 enzyme had a higher apoptosis rate than WT + ISO; comparable to the WT + PBS control (Fig. 5F, G). This confirms the role of Acod1 and itaconate in apoptosis regulation in both M-MDSCs (Fig. 5F) and PMN-MDSCs (Fig. 5G). Moreover, Acod1^-/-^ MDSCs were able to limit doxorubicin-induced mROS in both M-MDSCs (Fig. 5H) and PMN-MDSCs (Fig. 5I). This confirms the recent study demonstrating decreased apoptosis and increased neutrophil supported tumor viability due to the action of Acod1 and itaconate generation^48^. Our results confirm that β2-AR signaling induces MDSC mitochondrial metabolic reprograming, enhancing TCA cycle activity and itaconate generation which inhibit doxorubicin-induced apoptosis.

### Itaconate controls doxorubicin-induced oxidative stress by regulation of Nrf2 expression and antioxidant pathway activation

Itaconate, a TCA cycle product is generated in the mitochondrial matrix, and has modest cell permeability. 4-octyl itaconate (4OI) is a cell-permeable itaconate derivative which is converted to itaconate intracellularly by esterase activity^49^. To confirm the effect of itaconate effect on MDSC metabolic fitness described above, MDSCs were generated in vitro for 4 days, pre-treated with 4OI (0, 125, and 250 µM) for 4 h, followed by exposure to increasing doxorubicin concentrations. Annexin V staining showed a lower apoptosis rate with 4OI treatment of M-MDSCs (Fig. 6A) and PMN-MDSCs (Fig. 6B). CaspGLOW™ Caspase-3 staining assay demonstrated lower active caspase 3 levels, after 4OI treatment of M-MDSCs (Fig. 6C) and PMN-MDSCs (Fig. 6D). We applied phospho-proteomics to analyze apoptotic pathways using an apoptosis phospho-antibody array system on in vitro generated MDSCs, pre-treated with 250 µM of 4OI for 4 h, then exposed to 100 nM of doxorubicin for 20 h. This confirmed that 4OI treatment reduced activation of the pro-apoptotic proteins: Caspase-9 (p-The125), Chk1 (p-Ser345), and Chk2 (p-Thr383) and enhanced levels of the anti-apoptotic protein: BCl2 (PSer70) (Fig. 6E). This 4OI treatment resulting in resistance to doxorubicin-mediated apoptosis correlated with lower mROS generation in both M-MDSCs (Fig. 6F) and PMN-MDSCs (Fig. 6G).

**Fig. 6:**
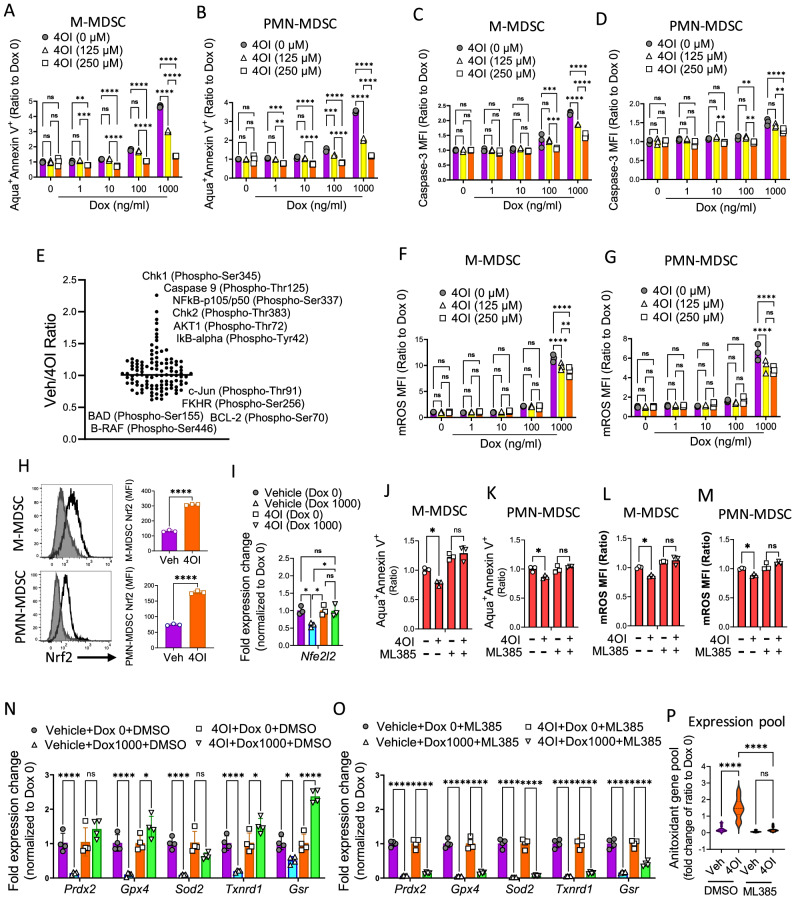
Itaconate drives the MDSC antioxidant machinery by regulation of the transcription factor Nrf2. **A**−**D** MDSCs were generated in vitro as in Fig. 2. Cells were treated with 4-Octyl itaconate (4OI; 4 h), then doxorubicin (0−1000 ng/ml; 20 h). The apoptosis rate was measured in (**A**) CD11b^+^Ly6C^+^Ly6G^-^ cells (M-MDSC) and (**B**) CD11b^+^Ly6C^+^Ly6G^+^ cells (PMN-MDSC). Active caspase-3 levels were measured in (**C**) M-MDSCs and (**D**) PMN-MDSCs (**p < 0.01; ***p < 0.001; ****p < 0.0001). Two-way ANOVA with Tukey’s multiple comparison tests. Data presented as mean ± SEM. Representative of two independent experiments with *n* = 3 technical replicates per group. **E** Phospho-proteomics analysis of apoptotic pathways by Apoptosis Phospho-Antibody Array on MDSCs treated with 4OI (250 µM; 4 h) then doxorubicin (100 nM; 20 h). Mitochondrial ROS (mROS) was measured in (**F**) M-MDSCs and (**G**) PMN-MDSCs treated as (**A**−**D**) (**p < 0.01; ****p < 0.0001). Two-way ANOVA with Tukey’s multiple comparison tests. **H** Expression of Nrf2 protein assessed on MDSCs treated with vehicle or 250 µM of 4OI for 4 h. (****p < 0.0001). **I** Expression of *Nfe2l2* (Nrf2) mRNA in MDSCs treated with 4OI (250 µM; 4 h) then doxorubicin (100 ng/ml; 20 h) (*p < 0.05). MDSCs were pre-treated with the Nrf1 inhibitor, ML385 (5 µM; 1 h), then 4OI (250 µM; 4 h), then doxorubicin (1000 ng/ml; 20 h). The apoptosis rate was measured on (**J**) M-MDSCs (*p = 0.0322) and (**K**) PMN-MDSCs (*p = 0.0152). mROS levels were measured in (**L**) M-MDSCs (*p = 0.0118) and (**M**) PMN-MDSCs (*p = 0.0164). One-way ANOVA with Bonferroni’s multiple comparison tests. Data presented as mean ± SEM. Results in (**F**−**M**) are representative of two independent experiments with *n* = 3 technical replicates per group. (**N**, **O**) Cells treated as (**I**) were examined for expression of antioxidant genes (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001). Two-way ANOVA with Tukey’s multiple comparison tests. Data presented as mean ± SEM. Representative of two independent experiments with *n* = 4 technical replicates per group. **P** Violin plots demonstrating pools of antioxidant genes presented in (**N**, **O**) (****p < 0.0001). One-way ANOVA with Bonferroni’s multiple comparison tests. The raw data are provided in Source Data file.

One proposed mechanism for itaconate’s anti-inflammatory function is the regulation of nuclear factor erythroid 2–related factor 2 (Nrf2)^50^. Nrf2 is an important transcription factor serving as a sensor of oxidative stress. During oxidative stress, Nrf2 is released from the complex with regulatory protein Kelch-like ECH-associated protein 1 (KEAP1) to induce the transcription of many Nrf2-dependent genes. These gene products participate in the protection of the cell against oxidative stress-induced cell death^47,51^.

To examine mechanisms of how itaconate decreases MDSC mROS and apoptosis, we generated MDSCs, pre-treated with 4OI (250 µM) and exposed them to doxorubicin (1 µM). Flowcytometry staining demonstrated that 4OI pre-treatment enhanced Nrf2 expression in M-MDSCs and PMN-MDSCs (Fig. 6H) within 4 h. 4OI treatment increased gene expression of the Nrf2 gene (*Nfe2l2*) (Fig. 6I). We wanted to confirm the role of Nrf2 in the regulation of MDSC antioxidation and apoptosis post β2-AR signaling. MDSCs were generated and treated with the Nrf2 inhibitor, ML385 (5 µM)^52^ or DMSO control for one hour, then exposed to 4OI (250 µM) for 4 h, followed by doxorubicin (1000 ng/mL) for 20 h. Nrf2 functional blockade reversed the protective effect of 4OI against doxorubicin-induced apoptosis in M-MDSCs (Fig. 6J) and PMN-MDSCs (Fig. 6K) and decreased mROS production (Fig. 6L, M). We showed that 4OI treatment induced an increased antioxidant enzyme gene profile including *Prdx2, Gpx4, Sod2, Txnrd1, Gsr* after doxorubicin oxidative stress (Fig. 6N) which was reversed by ML385 pretreatment (Fig. 6O, P). These results confirm the key role of Nrf2 in the regulation of antioxidant machinery and MDSC survival. Antioxidant enzyme activity results in the generation of antioxidant molecules including glutathione (GSH). GSH is considered the most abundant endogenous antioxidant, neutralizing ROS products by peroxide oxidation via glutathione peroxidase^53,54^. 

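In the single-cell libraries of Fig. 2E, a list of 8 genes of glutathione biosynthesis had 236.4 CPM in WT+PBS (5766 UMIs) and 417.8 CPM in WT+ISO (12283 UMIs). The log2 ratio was 0.82 (0.78 to 0.87). The ratio lay above 0 in 6 of 6 clusters, from 0.67 to 1.35. Gclm (ENSMUSG00000028124), which encodes the modifier subunit of glutamate-cysteine ligase and lies on chromosome 3 of GRCm39 from 122039126 to 122065061, gave 82% of the list's UMIs. Its log2 ratio was 0.97. Gclc, which encodes the catalytic subunit, had 0.33. Without Gclm the list's ratio was 0.069 (-0.041 to 0.179), not distinguishable from 0 at this depth. The median log2 ratio of the list's genes was -0.018, at the 49.5 percentile of matched random lists.

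**Figure D4:**
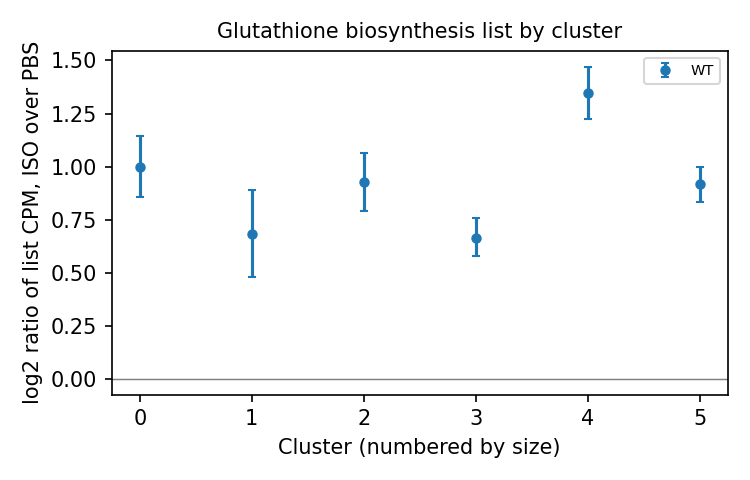
Log2 ratio of the glutathione biosynthesis list (CPM, ISO over PBS) by cluster for WT, with lines for 95% intervals of counting error. The points run from 0.67 to 1.35.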

Our scRNA-seq data showed an increased transcriptomic profile correlating with GSH biosynthesis post β2-AR signaling (Fig. S8A). This was confirmed by higher GSH generation as determined by SIRM analysis (Fig. S8B, C). These results point to the role of itaconate (produced by STAT3 signaling after β2-AR activation) to activate antioxidant pathways, inducing resistance to doxorubicin-induced oxidative stress. However, these experiments used exogenous itaconate (4OI) treatment. There could be a difference in the function of endogenous itaconate versus 4OI that could be investigated in future studies.

### Targeting the STAT3 pathway, ATP and Itaconate metabolism along with doxorubicin modulates the anti-tumor response in an in vivo lymphoma model

Transcriptomic, proteomics and in vitro analyses indicated the key roles for the STAT3-pathway, ATP and itaconate metabolism in the regulation of MDSC metabolic fitness and survival. STAT3 signaling suppresses ATPIF1 expression leading to a shift of the ATP/AMP ratio. This causes downregulation of AMPK and activates the TCA cycle to generate itaconate, activating the antioxidant machinery via Nrf2. To confirm the importance of the STAT3-pathway, ATP and itaconate metabolism in the control of MDSC fitness and lymphoma treatment outcomes, we targeted the pathway in the EL4 (i.v.) lymphoma model. We had shown that blocking β-AR-induced STAT3 signaling in MDSCs by propranolol improved the efficacy of doxorubicin to increase survival (Fig. 1A). This phenotype correlated with MDSC function and was modulated primarily by β2-AR agonism and antagonism (Fig. 1K−M). To target downstream events, we administrated 4OI in the EL4 model with combination therapy (propranolol + doxorubicin). 4OI (50 mg/kg) treatment reversed the propranolol effect during combination treatment resulting in decreased survival (Fig. 7A). To confirm the MDSC role in the EL4 model, anti-Gr1 was given (twice weekly; i.p; 1 mg/kg), reversing the adverse effect of 4OI (Fig. 7B), highlighting deleterious effect of MDSCs on tumor control. Additionally, the effect of β2-AR signaling was evaluated in β2-AR^-/-^ mice receiving the EL4 tumor. 4OI (50 mg/kg) injection of β2-AR^-/-^ mice receiving doxorubicin reversed the beneficial effect of β2-AR blockade on survival (Fig. 7C). Pre-treatment in vivo of mice with 4OI (50 mg/kg) resulted in a reduced rate of MDSC apoptosis (Fig. 7D, E), reduced mROS production (Fig. 7F, G), and higher *Nrf2* expression (Fig. 7H−K) in response to doxorubicin treatment (20 mg/kg). We then blocked itaconate generation in combination with doxorubicin treatment using the Acod1^-/-^ EL4 tumor mice model. Blockade of itaconate synthesis improved survival following doxorubicin treatment of EL4 tumor bearing mice (Fig. 7L), recapitulating the propranolol effect.

**Fig. 7:**
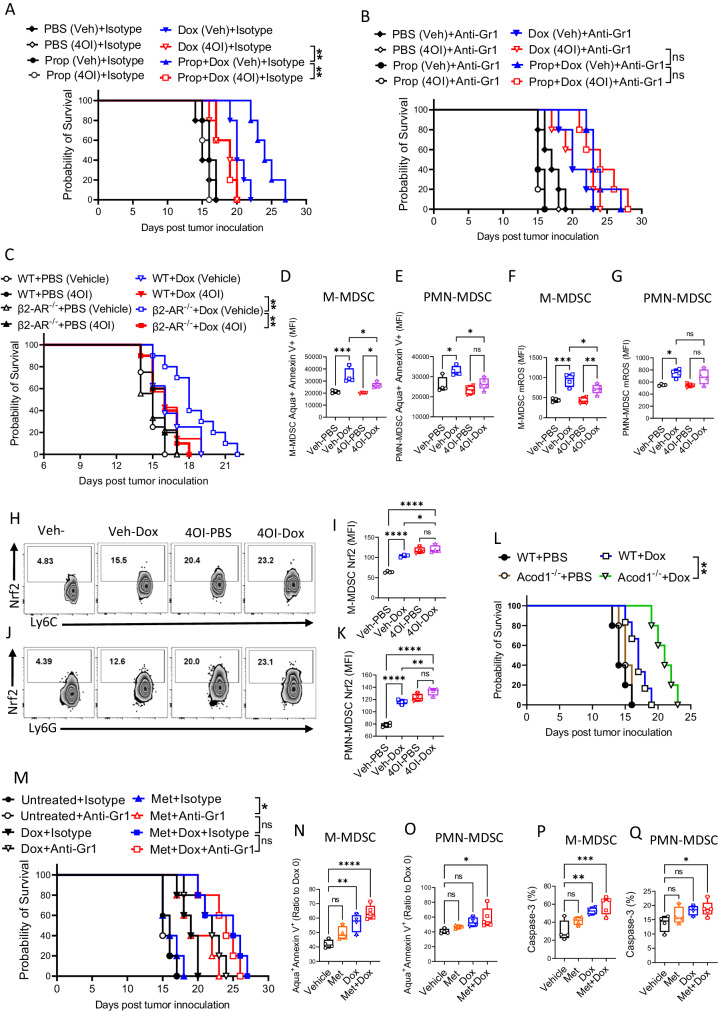
Itaconate and metformin can regulate MSDC metabolic fitness in vivo and determine lymphoma treatment outcome. Survival of EL4 tumors bearing mice treated with 4OI (50 mg/kg) or vehicle every 3 days; Set (**A**) received isotype antibody and set (**B**) received anti-Gr1 (twice weekly; i.p.; 1 mg/kg). Each set received propranolol (daily; i.p.; 1 mg/kg), or doxorubicin (day 7; i.v.; 4 mg/kg), or both (**p = 0.0019; **p = 0.0027). Two-sided Mantel-Cox log rank test. **C** Survival of β2-AR^-/-^ and WT mice bearing EL4 treated with 4OI (50 mg/kg) or vehicle every 3 days, then doxorubicin (day 7; i.v.; 4 mg/kg). Two-sided Mantel-Cox log rank test. **D**−**G** WT mice were pre-treated with 4OI (50 mg/kg) or vehicle for 4 h, then doxorubicin (i.v.; 20 mg/kg). After 18 h, the apoptosis rate was measured in (**D**) CD11b^+^Ly6C^+^Ly6G^-^ (M-MDSC) and (**E**) CD11b^+^Ly6C^+^Ly6G^+^ (PMN-MDSC). Mitochondrial ROS (mROS) was detected on (**F**) M-MDSCs, and (**G**) PMN-MDSCs (*p < 0.05; **p < 0.01; ***p < 0.001). One-way ANOVA with Bonferroni’s multiple comparison tests. Data are presented as mean ± SEM. *n* = 4 mice per group. Nrf2 expression in (**H**, **I**) M-MDSCs and (**J**, **K**) PMN-MDSCs isolated from mice treated as in (**D**−**G**) (*p < 0.05; **p < 0.01; ****p < 0.0001). One-way ANOVA with Bonferroni’s multiple comparison tests. Data are presented as mean ± SEM. *n* = 4 mice per group. **L** Survival of EL4 bearing Aconitate Decarboxylase 1 deficient (Acod1^-/-^) compared to WT mice treated with doxorubicin (day 7; i.v.; 4 mg/kg) (**p = 0.0031). Two-sided Mantel-Cox log rank test. **M** Survival of EL4 bearing mice receiving metformin (250 mg/kg; drinking water) or doxorubicin (day 7; i.v.; 4 mg/kg), or both. Set (**M**) received isotype control and set (**N**) received anti-Gr1 (twice weekly; i.p.; 1 mg/kg) (*p = 0.0180). Two-sided Mantel-Cox log rank test. WT mice pre-treated with metformin (250 mg/kg; drinking water; 7 days) received doxorubicin (i.v.; 20 mg/kg). After 18 h, the apoptosis rate was measured in by (**N**, **O**) Annexin V assay (*p = 0.0157; **p = 0.0024; ****p < 0.0001) and (**P**, **Q**) CaspGLOW™ Caspase-3 staining assay (*p = 0.0331; **p = 0.0055; ***p = 0.0005). One-way ANOVA with Bonferroni’s multiple comparison tests. Data are presented as mean ± SEM. *n* = 4 mice per group. Source data containing independent experiments raw data are provided as a Source Data file.

To examine the second part of the pathway (STAT3-induced ATP generation); we blocked the mitochondrial ETC. To assess the role of ATP generation in MDSC metabolic fitness post-STAT3 signaling, MDSCs were generated, followed by treatment with the ETC inhibitors rotenone, antimycin A, and metformin. We found that rotenone and antimycin A caused significantly higher MDSC toxicity when compared to metformin (Fig. S9A). Therefore, we used metformin for subsequent experiments. We treated WT + ISO and β2-AR^-/-^ control MDSCs with different metformin concentrations (0, 1, and 5 mM) and increasing doxorubicin concentrations (0, 1, 10 nM). Annexin V staining demonstrated that WT + ISO MDSCs were more resistant to apoptosis compared to control MDSCs (Fig. S9B). WT + ISO MDSCs also showed lower mROS production post exposure to doxorubicin and metformin compared to controls (Fig. S9C). Examination of ETC by seahorse analysis showed that metformin treatment reduced mitochondrial respiration (Fig. S9D) and ATP generation by MDSCs (Fig. S9E), indicating on-target effect of metformin on MDSC ETC. The gating strategy to identify MDSCs subpopulations is shown in Fig. S10. We then utilized the EL4 (i.v.) lymphoma model; treating the mice with metformin (250 mg/kg) in drinking water or doxorubicin (day 7; i.v.; 4 mg/kg), or both. Metformin improved doxorubicin efficacy as measured by increased survival (Fig. 7M). To confirm the role of MDSCs in the EL4 model, anti-Gr1 (twice weekly; i.p.; 1 mg/kg) was given, resulting in improvement of metformin therapy alone to that of metformin+doxorubicin (Fig. 7M). We measured apoptosis during these metformin and doxorubicin therapy. The mice were pre-treated with Metformin (250 mg/kg) in drinking water for 7 days, followed by doxorubicin (i.v.; 20 mg/kg). After 18 h, increased apoptosis (Fig. 7N, O) and higher levels of activated caspase 3 (Fig. 7P, Q) were observed in MDSCs isolated from the metformin plus doxorubicin therapy. These results confirm that blocking the STAT3-pathway, ATP and itaconate metabolism, by (1) blockade of β2-AR signaling, or (2) blocking ETC and ATP generation, or (3) blocking itaconate generation result in disrupted MDSC mitochondrial fitness determining the response to the doxorubicin chemotherapy anti-lymphoma effect and survival.

## Discussion

Metabolic reprogramming is a hallmark of cancer progression. It can support tumorigenesis by control of nutrient and oxygen availability, and the rewriting of metabolic processes that regulate the phenotype, function, and survival of immune cells^55^. MDSCs as key regulators of immune responses, rely on glucose, glutamine, and fatty acid oxidation to maintain metabolic fitness, critical to support their immunosuppressive functions^56^. Recently we reported that adrenergic stress-induced signaling of the β2-AR controls MDSC function^12,13^ and metabolic capacity^57^. Extending these findings, we employed the β-AR signaling model for the induction of metabolic reprograming in MDSCs and examined the effects on the doxorubicin efficacy, a widely used chemotherapy agent. Our studies have uncovered the previously unknown role of ATP and Itaconate metabolism induced by β2-AR-STAT-3 pathway for controlling MDSC mitochondrial metabolic fitness, a determining factor for chemotherapy response.

We showed that combining propranolol with doxorubicin improved mice tumor model survival and the key role of MDSCs in the modulation of malignant cell growth was further confirmed by MDSC depletion by anti-Gr1 MDSC depleting antibody. These data are consistent with a role for MDSC β-AR signaling and tumor growth control. However, there could be additional effects of propranolol on the tumor cells and other immune cells^58–60^ modulating overall tumor growth outcome. Targeting MDSCs was accomplished by anti-Gr1 antibody treatment in the β2-AR^-/-^ controls and by myeloid cell depletion using β2-AR^-/-^ LysM^Cre^ mice. A limitation in this model is that targeting β2-AR by LysM^Cre^ could potentially affect other myeloid cells including macrophages and conventional DCs.

Our study showed that β-AR signaling regulates MDSC mitochondrial function, mediated by STAT3 signaling after β-AR activation. MDSCs rely on STAT3 signaling, induced during differentiation^5,24^. This study confirms that activated STAT3 signaling induced by β2-AR signaling leads to enhancement of mitochondrial respiration and mitochondrial ATP generation. Additionally, we demonstrated that enhanced ATP generation was mediated by downregulation of ATPIF1 regulatory factor post-STAT3 signaling. Shifts in cell energy sources and ATP generation is detected by key energy sensors including AMPK^61^. AMPK pathway downregulation activates cellular antioxidant and anti-apoptotic mechanisms^62,63^. The regulation of AMPK is further responsible for shifts in energy pathways, including glycolysis, fatty acid oxidation and the TCA cycle^42,64^.

Metabolic flux analysis using the Seahorse assay showed enhanced mitochondrial respiration following STAT3 signaling while the glycolysis rate was not affected, which was confirmed by SIRM with ^13^C_5_-glutamine tracer. Investigation of the TCA cycle indicated that STAT3 signaling post-β-AR activation enhances glutamine metabolism via TCA cycle leading to the accumulation as citrate, cis-aconitate and itaconate. Itaconate has been reported to be a key regulator of immune responses post-metabolic reprogramming in mitochondria^47,65^. In macrophages, itaconate regulates several functions including metabolic reprogramming, control of immune responses and regulation of oxidative stress responses^47^. It also regulates tumor neutrophil survival affecting tumor progression^48^. During macrophage and neutrophil responses to oxidative stress, itaconate enhances expression of the transcription factor Nrf2 leading to activation of the cellular antioxidant machinery^47,48^. Previous studies have shown that itaconate modulates several activities including inhibition of succinate dehydrogenase (SDH) and glycolysis^47^. Our tracing studies did not show in MDSCs, a significant reduction in succinate post β-AR signaling suggesting itaconate accumulation. A recent study found no effect of accumulated itaconate on SDH within the tumor neutrophils^48^. Explanations for these contrasting findings could be due to the difference in the cell-type-specific regulation of TCA cycle, difference in the cell activation strategies, and different kinetics of itaconate generation^48^.

One of the main functions of itaconate is through the regulation antioxidant genes^50,66^. We confirmed that high itaconate levels maintained MDSC resistance to doxorubicin mediated oxidative stress and intrinsic (mitochondrial) apoptosis by induction of Nrf2 and antioxidant pathways. This included activation of antioxidant enzymes and the generation of GSH.

Downregulation of STAT3 signaling by blocking β-AR signaling (a clinically relevant target), or disruption of STAT3-mediated itaconate result in an improved anti-tumor effect of doxorubicin. To target the ATP synthesis by oxidative phosphorylation, we blocked the ETC with metformin (a less toxic ETC inhibitor than rotenone or antimycin A)^67^. Metformin treatment improved doxorubicin efficacy. Interestingly, treatment with metformin alone was equivalent to metformin plus doxorubicin when MDSCs were depleted using anti-Gr1 antibody. Metformin plays a role in controlling MDSC ETC, thereby impeding the advancement of tumors. The impact of metformin on cancer management is currently under examination, with more than 400 studies registered on clinicaltrials.gov. It is crucial to delve deeper into understanding how metformin influences ETC regulation and other cellular functions. This includes exploring AMPK-dependent and AMPK-independent mechanisms, inhibiting mitochondrial respiration, inhibiting mitochondrial glycerophosphate dehydrogenase, and engaging mechanisms associated with the lysosome^68,69^.

Some of the changes post β2-AR stimulation are subtle resulting from chronic, daily, physiologic stress which impairs the immune system. These effects can be cumulative, resulting in a significant chronic, loss of tumor control. If major changes in immune function were seen daily, then experimental or clinical experimental or clinical subjects experiencing chronic stress would experience major, acute, life-threatening immune suppression. Chronic immunosuppression reduces the ability of doxorubicin to effectively kill tumor cells to control tumor growth.

Our study contains some biological and technical limitations. The application of β2-AR^fl/fl^LysM^Cre^ transgenic mice models is limited by the pan myeloid cell expression of lysozyme which is not specific to MDSCs only^70^. Our studies show that ATPIF1 activation post STAT3 signaling is correlated with MDSC metabolic fitness. Further studies are needed to delineate all the mechanisms that lead to ATPIF1 expression and decreased ATP generation. While our experiments used an Acod1 knockout model or measured intracellular itaconate to study the role of the itaconate-NRF2 axis, several experiments relied on exogenous itaconate (4OI). The potential, functional difference between endogenous itaconate and 4OI treatment should be considered in the future studies.

Together, these studies reveal the STAT3, and ATP and Itaconate metabolism as key regulators of MDSC metabolic fitness which determines the response to doxorubicin therapy in the EL4 lymphoma model. STAT3 signaling downregulates ATPIF1 to shift the ATP/AMP ratio and suppress AMPK pathway. STAT3 signaling induces mitochondrial reprograming resulting in itaconate generation leading to activation of the antioxidant machinery via Nrf2 activation. These pathways counter doxorubicin-induced oxidative stress in MDSCs, resulting in higher MDSC survival and downregulation of antitumor immune responses. Blockade of these pathways led to improved outcomes in the EL4 lymphoma model. The STAT3 pathway ATP and Itaconate metabolism are targets for clinical trial development to improve current chemotherapy regimens in hematologic malignancies.

## Methods

### Mice and tumor cells

The C57BL/6J (B6 CD45.2^+^), B6.129P2-Lyz2tm1(cre)Ifo/J (LysM^Cre^), and C57BL/6NJ-Acod1em1(IMPC)J/J (Acod1) mice were purchased from Jackson Laboratories. β2-AR knockout (β2-AR^-/-,^ also known as *Adrb2*^-/-^) mice on the C57BL/6 background were generated at Roswell Park Comprehensive Cancer Center (Roswell Park). All experiments were carried out using male and female mice that were 6−10 weeks of age. All mice were maintained in the Roswell Park Comparative Oncology Shared Resources (COSR) in specific pathogen-free conditions prior to use. The mice were maintained on a 12/12-h light/dark cycle, 22–26 °C, 50% humidity on average with sterile pellet food and water ad libitum. Animal work was done in accordance with the Institutional Animal Care and Use Committee (IACUC)-approved protocol according to Roswell Park animal care guidelines (protocol #1143 M). The EL4 T lymphoblast (TIB-39) cell line was purchased from American Type Culture Collection (ATCC) and tested and authenticated for mycoplasma before experimental use. EL4 cells were cultured in DMEM supplemented with 10% FBS, 1% L-glutamine, and 1% Penicillin/Streptomycin.

### Tumor model and treatment

To generate hematologic tumor models, 2 × 10^6^ cells/mouse of EL4 (ATCC® TIB-39™) cells resuspended in 200 µL PBS were injected intravenously (i.v.) via mouse tail vein. For in vivo β-AR-blockade, propranolol (5−10 mg/kg) was injected daily intraperitoneally (i.p) in respective groups starting from day 1 until the endpoint. For doxorubicin treatments, doxorubicin (4 mg/kg) was injected (i.v.) once on day 7 post EL4 injection. For metformin treatments, 1.5 mg/ml of metformin was dissolved in drinking water refreshed every 48 h. (to obtain 300 mg/kg dosage) in respective groups^67,71^. For 4-octyl itaconate (4-OI) treatments, the drug was dissolved in a PBS solution containing 40% 2-hydroxypropyl-b-cyclodextrin, and a dose of (50 mg/kg), vehicle control was injected every 3 days (i.p. in 200 µL) starting day 1 until the endpoint. For MDSC depletion, anti-Gr1 antibody (1 mg/kg) was injected i.p. twice weekly. The mice were monitored daily for posture, fur texture, and activity and euthanized if they showed signs of paralysis. For phenotyping experiments, the same dose of 4-OI (50 mg/kg in 200 µL i.p.) or vehicle was injected 4 h. before doxorubicin (20 mg/kg: i.v.) treatments, and cell compartments were examined at the 24 h. timepoint^72^.

### In vitro MDSC generation

Bone marrow (BM) cells were harvested from the femur and tibia of the mice and red blood cells (RBCs) were removed using RBC lysis buffer. A total of 2 × 10^6^ BM cells were cultured in 3 ml RPMI supplemented with 10% FBS, 1% L-glutamine, and 1% Penicillin/Streptomycin, in addition to granulocyte-macrophage colony-stimulating factor (rmGM-CSF) (40 ng/mL) and interleukin-6 (rmIL-6) (40 ng/mL) for 4 days. On day three, half of the media was gently replaced with fresh differentiation media. MDSCs (purity > 95% CD11b + ) were harvested on day 4 for subsequent experiments. For isoproterenol (ISO) treatment, 10 µM ISO was added to WT cell culture media starting day 0 and added fresh daily. Similarly, β2-AR^-/-^ MDSC controls were generated with and without ISO treatment. To examine cell viability post electron chain transport (ECT) blockade in MDSCs, increasing concentrations of metformin hydrochloride: 0−5 mM (Cayman BioSystems), rotenone: 0−10 µM (Sigma), and antimycin A: 0−1 µM (Sigma) were added on day 3 of differentiation. Apoptosis was measured by the APC Annexin V apoptosis kit (Biolegends) as described below.

### Flow cytometry analysis

To obtain cells from the spleen or BM of mice, tissues were harvested and mechanically disintegrated, passed through a 70 μm strainer, followed by red blood cell (RBC) lysis. For in vitro cultured cells, MDSCs were harvested 4 days post differentiation. For flow cytometry assays, cells were suspended in FACS buffer (1% FBS in PBS) and stained for surface markers using anti-CD11b-BUV395 (M1/70), Ly-6C-BV421 (HK1.4), Ly-6G-APC or -PE (1A8), and Aqua LIVE/DEAD Fixable Dead Cell Stain dye. Surface staining was performed at 4 °C for 30 min in 200 μL staining volume. Intracellular staining was performed with the Fixation/Permeabilization Solution Kit (BD Bioscience) according to the manufacturer’s protocol. After staining for surface markers, cells were fixed and permeabilized with fixation/permeabilization (BD PharMingen) and stained with Arg1-FITC (R&D: IC5868F) and iNOS2-PE (W16030C) in permeabilization buffer for 45 min at room temperature (RT). For the transcription factor Nrf2, isolated cells were stained intracellularly using the Foxp3/Transcription Factor Buffer Set (eBiosciences) following the manufacturer’s protocol. In this protocol, Nrf2-PE (D1Z9C) antibody incubation was performed for 45 min at RT. Cells were analyzed using the BD LSRFortessa™ Cell Analyzer (BD Bioscience), and analysis was performed using FlowJo V10 software. All antibodies are listed in the Key Resources Table.

### Annexin V staining

Apoptosis of MDSCs was measured using the APC Annexin V apoptosis kit (Biolegend). In brief, MDSCs for all experiments were generated and treated in vitro or isolated from mice. The cells were stained in FACS buffer (1% FCS in PBS) for surface MDSC markers (CD11b, Ly6C and Ly6G) and Aqua LIVE/DEAD Fixable Dead Cell Stain for 30 min at RT. Cells were washed with 1 ml of PBS and twice with 1X Binding Buffer (Biolegend) and resuspended in 200 µl of Binding Buffer. In each tube 5 µl of APC Annexin V was added and incubated for 15 min at RT. For the final step, 400 µl of Binding Buffer was added, and the cells were immediately analyzed using the BD LSRFortessa™ Cell Analyzer (BD Bioscience) and analysis was performed using FlowJo V10 software. Apoptosis rate was calculated based on the frequency of Aqua^+^Annexin V^+^ in each population (M-MDSC: CD11b^+^ Ly-6C^+^ Ly-6G^-^ or PMN-MDSC: CD11b^+^ Ly-6C^-^ Ly6G^+^) cells relative to untreated controls.

### Caspase 3 and 8 activities

Active caspase 3 and caspase 8 were measured by CaspGLOW™ Fluorescein Active Caspase-3 Staining Kit (ThermoFisher) and CaspGLOW™ Fluorescein Active Caspase-8 Staining Kit (ThermoFisher), respectively. In these assays, cell permeable FITC-conjugated DEVD-FMK (for caspase 3) or FITC-conjugated IETD-FMK (for caspase 8), irreversibly binds to the active enzyme. For staining, 1 × 10^6^ prepared cells in 300 µL staining buffer were incubated with MDSC surface marker antibodies and 1 µL of FITC-IETD-FMK or FITC-IETD-FMK for 1 h. at 37 °C. Cells were then washed twice with washing buffer and analyzed using the BD LSRFortessa™ Cell Analyzer (BD Bioscience).

### Mitochondrial ROS assay

To detect mROS, cells were prepared as mentioned above and incubated with MDSC surface marker antibodies in FACS buffer (PBS containing %2 FBS) for 30 min at 37 °C. Then 5 μM MitoSOX Red (ThermoFisher) was added for the last 10 min. Cells were analyzed using the BD LSRFortessa™ Cell Analyzer (BD Bioscience) after two washes with FACS buffer.

### scRNA-Seq and Real-time quantitative PCR

MDSCs were generated in vitro in presence of rmIL-6 and rmGM-CFS (40 ng/mL each) and 10 µM isoproterenol (ISO) as described above. On day 4, single cell libraries were generated using the 10X Genomics platform. First, Feature Barcode conjugated molecules were bound to cell surface proteins. Then live CD11b^+^ cells were isolated using the SONY MA900 cell sorter (Sony Biotechnology). Single-cell suspensions were pooled together and assessed with AOPI stain using a Cellometer K2 automated cell counter (Nexcelom), to determine concentration, viability and the absence of clumps and debris that could interfere with single cell capture. Cells were loaded into the Chromium Controller (10X Genomics) where they were partitioned into nanoliter-scale Gel Beads-in-emulsion with a single barcode per cell. Reverse transcription was performed, and the resulting cDNA is amplified. Amplified cDNA is separated into full-length and Feature Barcode fractions using SPRISelect beads (Beckman Coulter). The full-length amplified cDNA was used to generate libraries by enzymatic fragmentation, end-repair, a-tailing, adapter ligation, and PCR to add Illumina compatible sequencing adapters. Feature barcode derived cDNA was PCR amplified to incorporate Illumina adapter sequences and unique sample indexes. The resulting libraries were evaluated on D1000 screentape using a TapeStation 4200 (Agilent Technologies) and quantitated using Kapa Biosystems qPCR quantitation kit for Illumina. They were then pooled, denatured, and diluted to 300 pM with 1% PhiX control library added. The resulting pool was then loaded into the appropriate NovaSeq Reagent cartridge and sequenced on a NovaSeq6000 following the manufacturer’s recommended protocol (Illumina Inc.).

Expression of selected genes were confirmed by real-time quantitative PCR using the ABI 7300 Real-Time PCR system (Applied Biosystems). Total RNA was extracted with RNeasy Mini Kit (QIAGEN) and RNA concentrations were determined using Nanodrop (Thermo Scientific). Total DNA-free RNA was used for mRNA isolation and library construction. For antioxidant enzymes, specific Taq-Man probes were used (ThermoFisher). After running the samples, expression of each gene was normalized to expression of the housekeeping gene (18S rRNA) as ΔCT = CT (gene X) – CT (18S rRNA). Then, alteration between groups were calculated as fold change = 2ˆ(ΔΔCT). ΔΔCT is: CT (gene X) – CT (gene X at baseline). The specific TaqMan™ probes (ThermoFisher) used are listed in the Key Resources Table.

### Chromatin immunoprecipitation-Quantitative PCR (ChIP-qPCR)

30 × 10^6^ mice BM cells were harvested and treated with PBS or 10 µM isoproterenol (ISO) for 30 min. ChIP analysis was performed using the Pierce^TM^ Magnetic ChIP kit (ThermoFisher) according to the manufacturer’s instruction. The cells were crosslinked in 1% formaldehyde for 10 min at RT and neutralized with the provided glycine. Then cells were washed with PBS plus Halt Proteinase Inhibitor followed by incubation in membrane extraction buffer on ice. Extracted nuclei were digested with MNase for 15 min at 37 °C with mixing followed by sonication for 8 min (30 s ON/OFF cycles) using the Bioruptor^TM^ UCD-200 water bath sonication device (Diagenode) on the “High” setting. Fragmented chromatin was equally distributed for immunoprecipitation. The fragmented chromatin was incubated with anti-pSTAT3 (Tyr705) (clone: D3A7) or anti-STAT3 (Polyclonal) antibodies overnight, at 4 °C while mixing. pSTAT3 or STAT3-bound chromatin was isolated with the provided Protein A/G Magnetic Beads by incubating for 2 h at 4 °C with mixing. Beads were washed and incubated at 65 °C for 40 min. Eluted chromatin was digested with Proteinase K for 1.5 h at 65 °C. Then, the DNA was purified using the provided spin columns prior to SYBR qPCR analysis. qPCR was performed using the SYBR™ Green PCR Master Mix (ThermoFisher) with the following cycling conditions: 95 °C for 10 min, 40x cycles of 95 °C for 15 s followed by 60 °C for 1 min. A Melt curve was generated with the following conditions: 95 for 15 s, 60 °C for 1 min, and continuous measurement until 95 °C. Primers used for qPCR are listed in Fig. S4.

### Bioenergetics analysis by Seahorse

Prepared MDSCs for different groups were seeded on Cell-Tak coated Seahorse XFe96 (Agilent) culture plates (0.8−1 × 10^5^ cells/well) in assay media. For oxygen consumption rates (OCR), assay media was DMEM supplemented with 1% BSA and 25 mM glucose, 1 mM pyruvate, and 2 mM glutamine. Basal OCR was taken for 30 min. To obtain maximal respiratory and control values, cells were stimulated with oligomycin (1 μM), FCCP (1.5 μM) and rotenone/antimycin A (0.5 μM). In designated experiments, to confirm STAT3 signaling post β-AR activation, MDSCs were generated in presence of ISO and increasing concentration of JSI-124 (0−3 µM) were added to the cells and used in the Seahorse assay.

### Tracer studies in cell cultures

For tracing experiments, MDSC + ISO and MDSC + PBS in one set and β2-AR^-/-^ + ISO and β2-AR^-/-^ + PBS in another set were generated using rmIL-6 and rmGM-CSF (40 ng/mL each) for 4 days. On day 4, the cells were incubated with tracing media: Gln-free RPMI medium supplemented with 10% dialyzed FBS (Life Technologies), 20 mM HEPES, 0.05 mM 2-mercaptoethanol, and 1% penicillin-streptomycin plus 2 mM ^13^C_5_-glutamine (^13^C_5_-Gln) (Cambridge Isotope Laboratories,). At 2 h, 8 h. and 24 h. incubation timepoints, the cells were washed twice with PBS, once quickly with distilled water, and quenched with 60% cold acetonitrile in water. Polar metabolites were extracted by the solvent partitioning method with a final CH_3_CN:H_2_O:CHCl_3_ (2:1.5:1, v/v) ratio, followed by a second extraction including methanol, and lyophilized as previously described^73,74^.

### IC-UHR-MS analysis

We examined the polar extracts by Ion Chromatography-UltraHigh Resolution Mass Spectrometry (IC-UHR-MS). The samples were analyzed by Dionex ICS-5000+ ion chromatography interfaced to a Thermo Fusion Orbitrap Tribrid mass spectrometer (Thermo Fisher Scientific). Samples were run in the detailed steps of IC-MS as described previously^75^. IonPac AS11-HC-4 μm RFIC&HPIC (2 × 250 mm) column and an IonPac AG11-HC-4 μm guard column (2 × 50 mm) were used for Ion chromatography. The flow rate of column was set at 0.38 mL/min and a temperature of 35 °C. To aid vaporization in the heated electrospray ionization (HESI) unit, methanol (0.06 mL/min) was added post-column as a makeup solvent. The HESI vaporizer temperature was set at 400 °C with the sheath gas set at 35 arbitrary units (∼3 L/min) and auxiliary nitrogen flow at 4 arbitrary units (∼4 L/min). The KOH gradient was generated in the IC as, 8 min of 1 mM KOH for the initial equilibration, then 1 mM KOH for 2 min, followed by 10 μL of sample injection. This was followed by linear ramp to 40 mM KOH from 2 to 25 min, a second linear ramp to 100 mM from 25 to 39 min, then held at 100 mM up to 50 min. The reset program to run the next sample was set by ramping down to 1 mM KOH at 50.1 min and held until 52.5 min. All data were collected as MS1 under this UHR condition. We integrated the peak areas using the Thermo TraceFinder (version 3.3) software package. The peak areas were normalized for natural abundance as previously described^73^. The concentration of each metabolite was normalized based on protein concentrations calculated from peak areas using the MS response factor for authentication standards of known concentration analyzed before and after the sample analysis (reposted as μmole/g protein)^75^.

### Western blot

MDSCs in different groups were generated as described above. After the described treatment times, cells were centrifuged, washed with PBS, and frozen at –80 °C. Cells were lysed using RIPA Lysis and Extraction Buffer (ThermoFisher) supplemented with a Pierce protease and phosphatase inhibitor mini tablet (ThermoFisher) and 0.1 M PMSF (ThermoFisher). The Pierce BCA protein assay (ThermoFisher) was used to quantify protein concentration in sample lysates using a clear, flat-bottom, 96-well plate, on a plate reader (Synergy H1). SDS-PAGE was used for resolution of proteins, which were then transferred to a polyvinylidene difluoride membrane (Millipore) and blocked with 5% nonfat milk or 5% BSA (ThermoFisher Scientific) in Tris buffered saline (Bio-Rad) with Tween 20 (Bio-Rad) in accordance with primary antibody incubation specifications. All membranes were incubated overnight, at concentrations of 1:1000 for ATPIF1 (5E2D7; ThemoFisher), 1:1000 for AMPK (Cat# 5831, Cell Signaling), 1:1000 for pAMPK-172 (Cat# 2535; Cell Signaling) and 1:1000 for Vinculin (Cat# 13901, Cell Signaling). Anti-rabbit (Cat# 7074, Cell Signaling) and anti-mouse (Cat# 7076, Cell Signaling) horseradish peroxidase–conjugate secondary antibodies were used at a concentration of 1:3000. Membranes were developed with ECL-substrate (Bio-Rad) and images were captured using the LI-COR Odyssey Fc (Licor) in colorimetric mode (to visualize the marker) and chemiluminescence mode (to visualize target proteins).

### Protein phosphorylation profiling

Qualitative protein phosphorylation profiling for apoptotic pathways was done using the Apoptosis Phospho-Antibody Array kit (Full Moon BioSystems) according to manufacturer’s protocol. The assay is a high-throughput ELISA based antibody array using 247 site-specific and serine/threonine and tyrosine phospho-specific antibodies. In our study, MDSCs were generated in presence of rmIL-6 and rmGM-CSF (40 ng/ml each) for 4 days and β-AR -signaling was stimulated by ISO treatment (10 µM). Cells were washed twice with PBS and lysed by lysis buffer containing protease and phosphatase inhibitor mini tablets (ThermoFisher). Extracted proteins were biotinylated and incubated on array antibodies coated on antibody slides. After completing wash steps, detection was done by Cy3-labled streptavidin. Slides were scanned and for each spot on the array, median signal intensity (MSI) was extracted from array image. Average signal intensity of target replicates was calculated, value for each target was normalized using background and internal controls (beta-actin, GAPDH and negative controls) and then fold change (FC) between groups was calculated. The phosphorylation levels of following markers were used to determine Jak/STAT pathway activity: pSTAT3 (Tyr705), pSTAT2 (Tyr690), pSTAT5B (Ser731), pSTAT6 (Thr645), pJAK2 (Tyr1007), pJAK2 (Tyr221), pAKT1 (Ser473), pAKT1S1 (Thr246), pAKT2 (Ser474), pRaf1 (Ser259). The phosphorylation levels of following markers were used to determine AMPK pathway activity: pAMPKbeta1 (Ser182), pMAP3K7/TAK1 (Thr184), p4E-BP1 (Thr45), pACC1 (Ser80), pP70S6K (Thr421), pP70S6K (Ser424), pPDK1 (Ser241), pCyclin D1 (Thr286), pEEF2 (Thr56), pelF4E (Ser209), pPP2A-alpha (Tyr307), pFOXO1/3/4-pan (Thr24/32).

### Statistics and reproducibility

Sample sizes were chosen based on previous publications and were sufficient for statistical analysis. No data were excluded from analysis. Animals were randomly assigned to each group. Randomization was not required for biochemical and in vitro experiments. Cellular and biochemical experiments were not blinded. All the statistical analysis were done using GraphPad Prism 6 (GraphPad) and Excel software. Differences between groups were analyzed using the Student *t* test (for two groups) or one way ANOVA (for multiple groups), followed by the post-hoc Tukey test. Animal survival (Kaplan−Meier survival curves) was analyzed by log-rank test. Differences between groups were rated significant at values of *p* < 0.05. In the figures all data are shown as mean ± SEM and ^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01, ^∗∗∗^*p* ≤ 0.001, ^∗∗∗∗^*p* ≤ 0.0001, ns = not significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The raw and processed sequencing data (single cell RNA-seq) generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE254512. All data supporting the findings of this study are available within the article or in the Supplementary Information. Source data containing independent experiments raw data are provided with this paper. Source data are provided with this paper.

# Supplementary material for: Myeloid-derived suppressor cell mitochondrial fitness governs chemotherapeutic efficacy in hematologic malignancies
**Source:** Nat Commun. 2024 Mar 30;15:2803. doi: 10.1038/s41467-024-47096-9
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Myeloid-derived suppressor cell mitochondrial fitness governs chemotherapeutic efficacy in hematologic malignancies

Saeed Daneshmandi <sup>1,2</sup>, Jee Eun Choi <sup>1</sup>, Qi Yan <sup>2</sup>, Cameron R. MacDonald <sup>1</sup>, Manu Pandey <sup>3</sup>,  
Mounika Goruganthu <sup>2</sup>, Nathan Roberts <sup>1</sup>, Prashant Singh <sup>4</sup>, Richard M. Higashi <sup>5</sup>, Andrew N.  
Lane <sup>5</sup>, Teresa W-M. Fan <sup>5</sup>, Jianmin Wang <sup>6</sup>, Philip L. McCarthy <sup>3</sup>, Elizabeth A. Repasky <sup>1</sup>, Hemn  
Mohammadpour <sup>2\*</sup>

<sup>1</sup>Department of Immunology, Roswell Park Comprehensive Cancer Center, Buffalo, New York, USA. <sup>2</sup>Department of Cell Stress Biology, Roswell Park Comprehensive Cancer Center, Buffalo, New York, USA. <sup>3</sup>Department of Medicine, Roswell Park Comprehensive Cancer Center, Buffalo, New York, USA. <sup>4</sup>Department of Cancer Genetics & Genomics, Roswell Park Comprehensive Cancer Center, Buffalo, New York, USA. <sup>5</sup>Department of Toxicology and Cancer Biology, Markey Cancer Center, Center for Environmental and Systems Biochemistry (CESB), Lexington, Kentucky, USA. <sup>6</sup>Department of Biostatistics & Bioinformatics, Roswell Park Comprehensive Cancer Center, Buffalo, New York, USA.

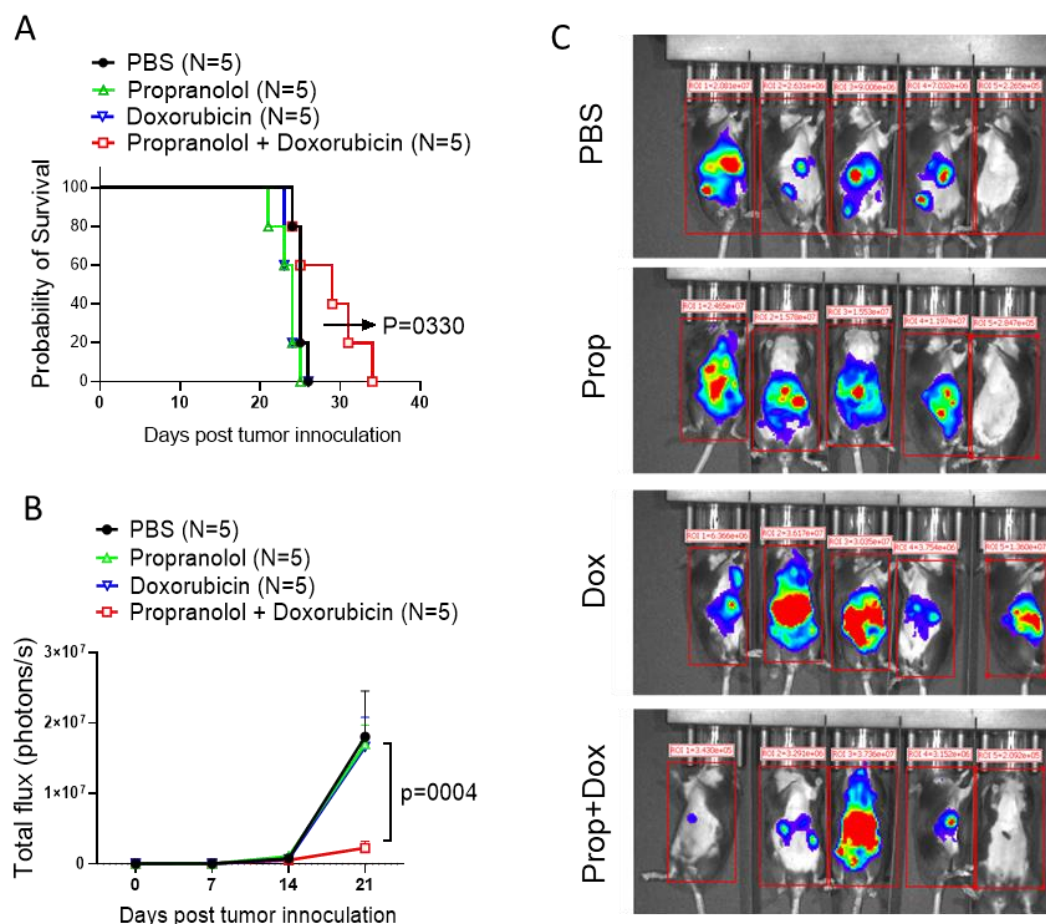

**Figure S1: Combining  $\beta$ -adrenergic receptor ( $\beta$ -AR) blockade with doxorubicin results in increased survival of recipient injected with the C1498 AML cell line. (A)** Survival of C1498-Luc (i.v.) mice treated with propranolol (daily; i.p.; 1 mg/kg), or doxorubicin (day 7; i.v.; 4 mg/kg), or combination of both. Two-sided Mantel-Cox log rank test. **(B-C)** Tumor growth was measured by **(B)** luciferase activity and analyzed in **(C)** Luciferase-bioluminescence image of day 21. Two-way ANOVA with Tukey's multiple comparison tests. Error bars represent  $\pm$  SEM. Source data are provided as a Source Data file.

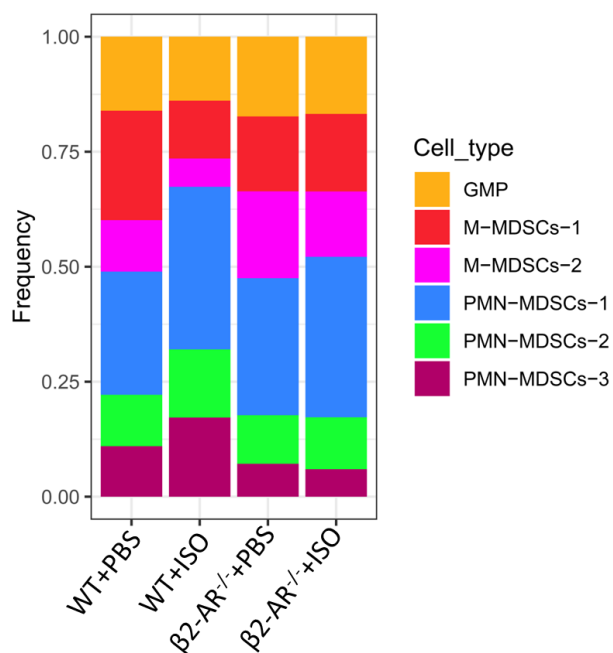

**Figure S2: Frequency of MDSCs subpopulations detected by scRNA-seq.** MDSCs generated *in vitro* using IL-6 (40 ng/ml) and GM-CSF (40 ng/ml) for 4 days with and without 10  $\mu$ M of pan- $\beta$ -AR agonist Isoproterenol (ISO) treatment from both wild type (WT) and  $\beta$ 2AR<sup>-/-</sup> mice bone marrow and analyzed by single-cell RNA-sequencing (scRNA-seq). Frequency of different cell sub-populations is demonstrated. GMP: Granulocyte-monocyte progenitor; M-MDSC: Monocytic myeloid-derived suppressor cell; PMN-MDSC: Polymorphonuclear myeloid-derived suppressor cell.

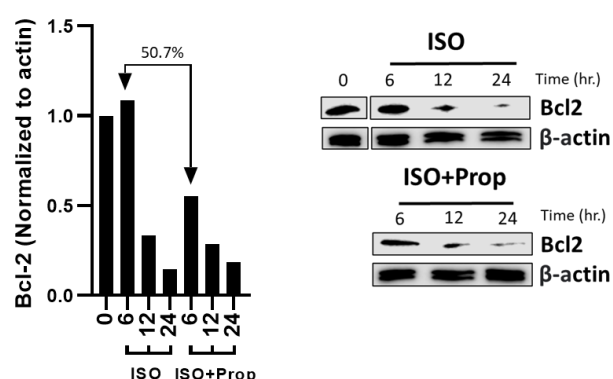

**Figure S3: Western blot analysis confirming  $\beta$ -AR signaling induces Bcl2 expression in MDSCs.** MDSCs generated *in vitro* using IL-6 (40 ng/ml) and GM-CSF (40 ng/ml) for 4 days, then treated with 10  $\mu$ M of pan- $\beta$ -AR agonist Isoproterenol (ISO) or ISO plus 1  $\mu$ M  $\beta$ -AR blocker, propranolol (Prop). Cells were harvested 6 hr., 12 hr., and 24 hr. post stimulation and expression of anti-apoptotic factor Bcl2 was assessed by western blot. Source data are provided as a Source Data file.

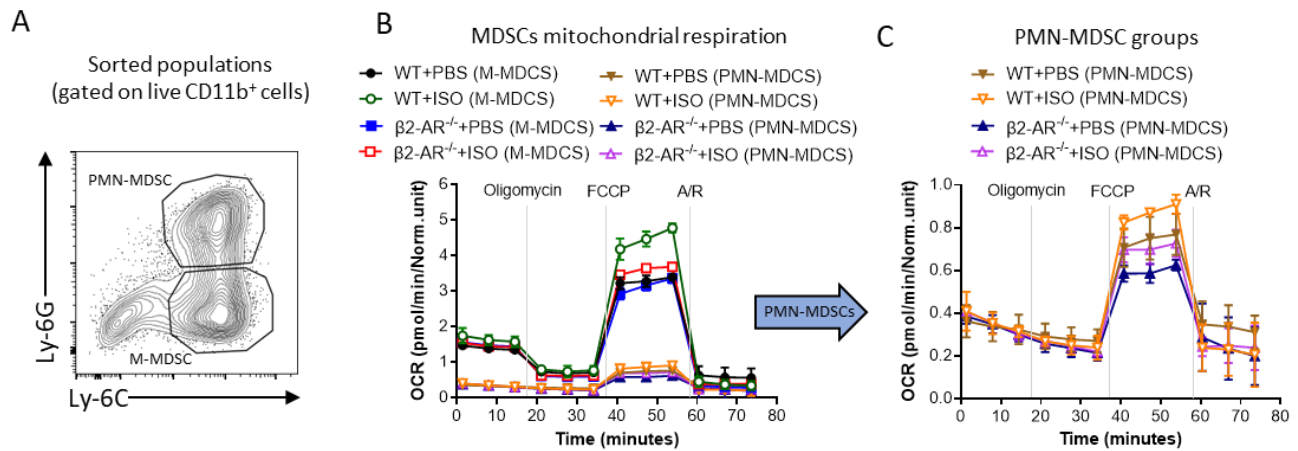

**Figure S4: CD11b<sup>+</sup>Ly6C<sup>+</sup>Ly6G<sup>-</sup> (M-MDSC) demonstrated higher mitochondrial respiration capacity than the CD11b<sup>+</sup>Ly6C<sup>+</sup>Ly6G<sup>+</sup> (PMN-MDSC) subpopulation. (A-B)** MDSCs were generated *in vitro* from  $\beta 2\text{AR}^{-/-}$  mice with ISO (10  $\mu\text{M}$ ) treatment and then sorted as **(A)** the CD11b<sup>+</sup>Ly6C<sup>+</sup>Ly6G<sup>-</sup> (M-MDSC) and CD11b<sup>+</sup>Ly6C<sup>+</sup>Ly6G<sup>+</sup> (PMN-MDSC) subpopulation. **(B)** Mitochondrial respiration was then examined using the seahorse assay in the sorted subpopulation. **(C)** Mitochondrial respiration of PMN-MDSC subpopulations from **B**. Source data are provided as a Source Data file.

A

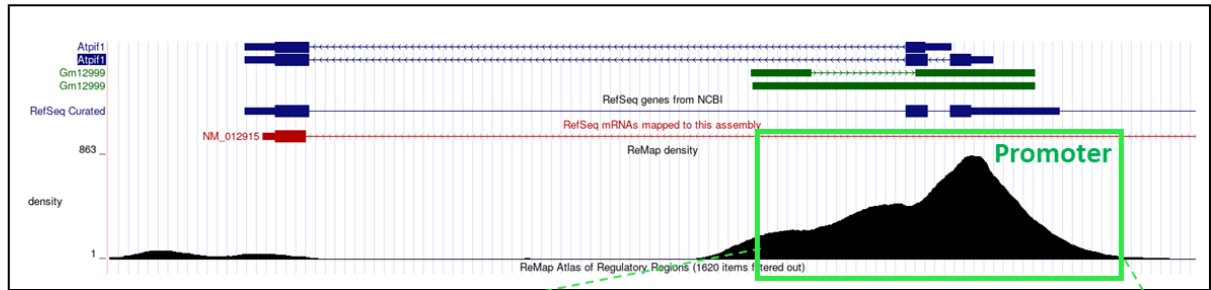

B

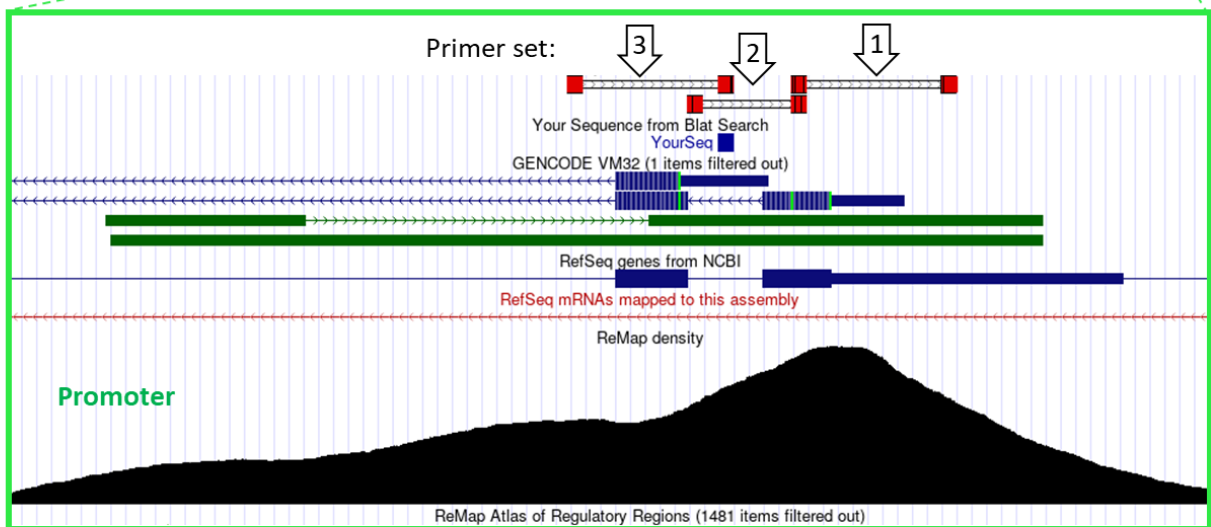

C

| Primer pairs for potential STAT3 binding sites |          |                              |
|------------------------------------------------|----------|------------------------------|
| Site #1                                        | Forward: | 5'-ACTGCAAAGAGAGTCGTGGA-3'   |
|                                                | Reverse: | 5'-GTTTCGGTGCTCTGGGGTATGA-3' |
| Site #2                                        | Forward: | 5'-TCATACCCCAGACACCGAAC-3'   |
|                                                | Reverse: | 5'-AGATATCATAAGCCCCGCC-5'    |
| Site #3                                        | Forward: | 5'-GAGCGTAGAAAGGACAGGGA-3'   |
|                                                | Reverse: | 5'-GCAGGTTCTCTCTCCCTGT-3'    |

**Figure S5: ChIP-qPCR primer sets designed for potential STAT3 binding sites in the promoter of the *Atpif1* gene.**

**(A-C)** Potential STAT3 binding sites in the promoter of mouse *Atpif1* shown in Figure 3L. **(A-B)** The potential pSTAT3 binding sites are demonstrated according to the UCSC Genome Browser on Mouse (GRCm39/mm39). **(C)** Primer pairs were designed for four potential STAT3 binding site confirmed by Primer 3 software and listed in the table.

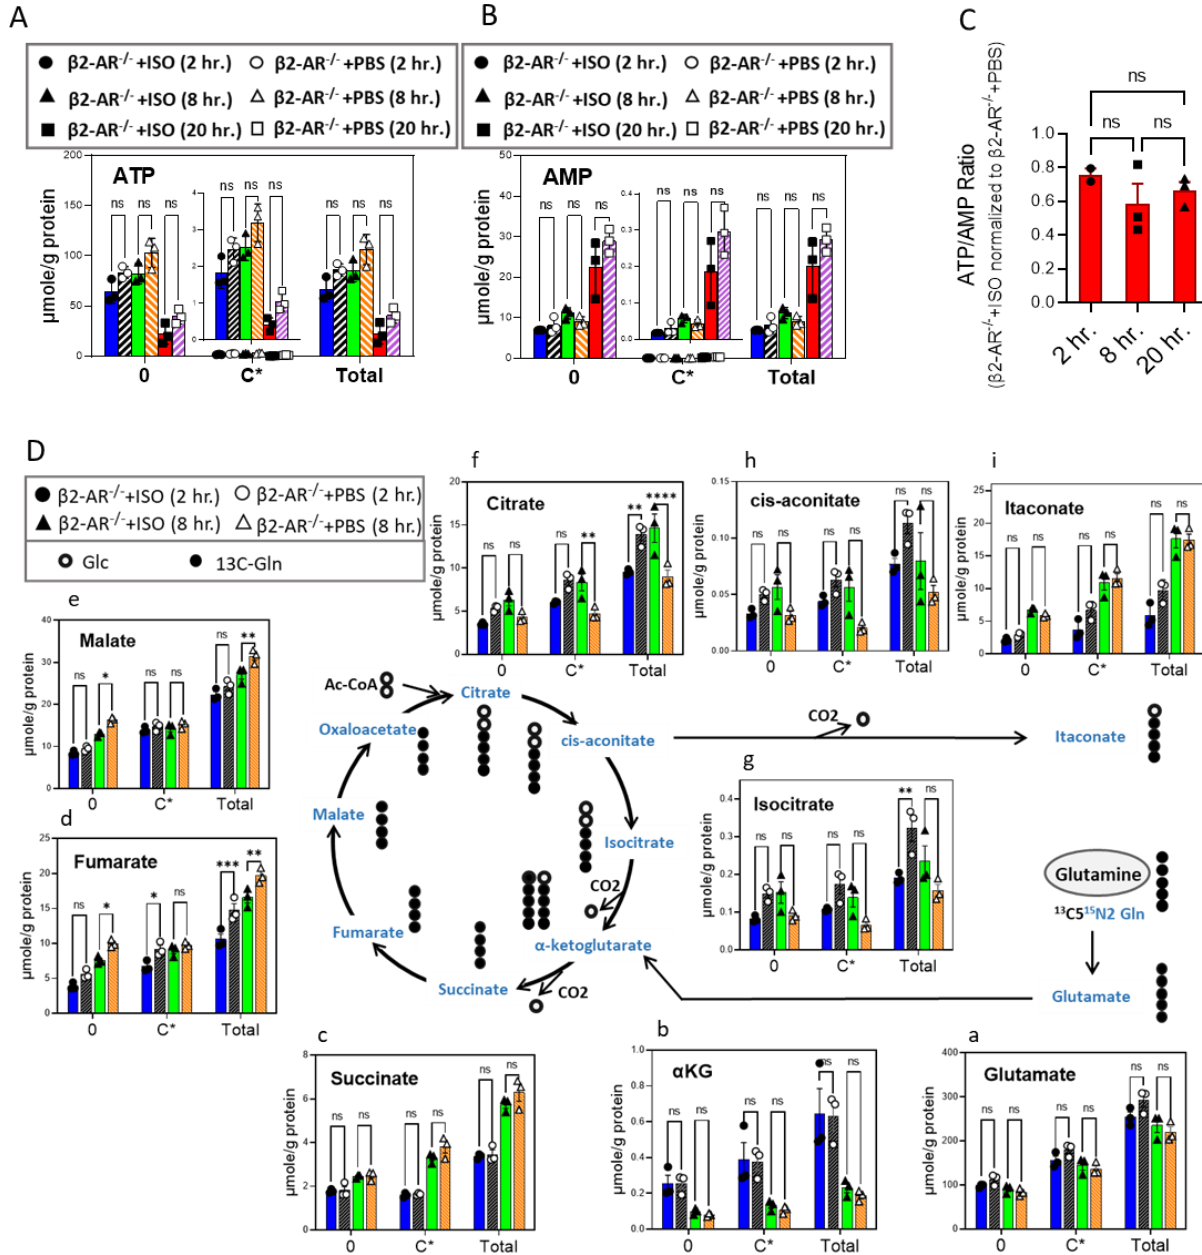

**Figure S6: Isoproterenol (ISO) treatment of  $\beta 2\text{-AR}^{-/-}$  MDSCs has minimal effect on ATP/AMP generation and glutamine consumption into TCA cycle metabolites. (A-D)** MDSCs were generated *in vitro* from  $\beta 2\text{-AR}^{-/-}$  mice with ISO (10  $\mu\text{M}$ ) treatment and then treated with  $^{13}\text{C}_5\text{-Gln}$ . The isotope-labeling levels in (A) ATP and (B) AMP were compared at 2 hr., 8 hr., and 20 hr. post treatment by IC-UHRMS. (C) The ATP/AMP ratio in  $\beta 2\text{-AR}^{-/-}$ +ISO compared  $\beta 2\text{-AR}^{-/-}$ +PBS control MDSCs, calculated based on the total ATP and AMP levels in the tracing experiment, indicating no significant change comparing these groups. (D) Glutamine transformation into TCA cycle metabolites is shown for unlabeled (0), isotope labeled (C\*), and total (0+C\*) metabolites. Legend in x axis: 0 = unlabeled; C\* = sum of  $^{13}\text{C}$ -labeled species with 0-x number of  $^{13}\text{C}$ ; Total = sum of all the unlabeled and isotope labeled species. Two-way ANOVA with Tukey's multiple comparison tests. (\* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ). Data are presented as mean  $\pm$  SEM.  $n = 3$  per group. Error bars represent  $\pm$  SEM. Source data are provided as a Source Data file.

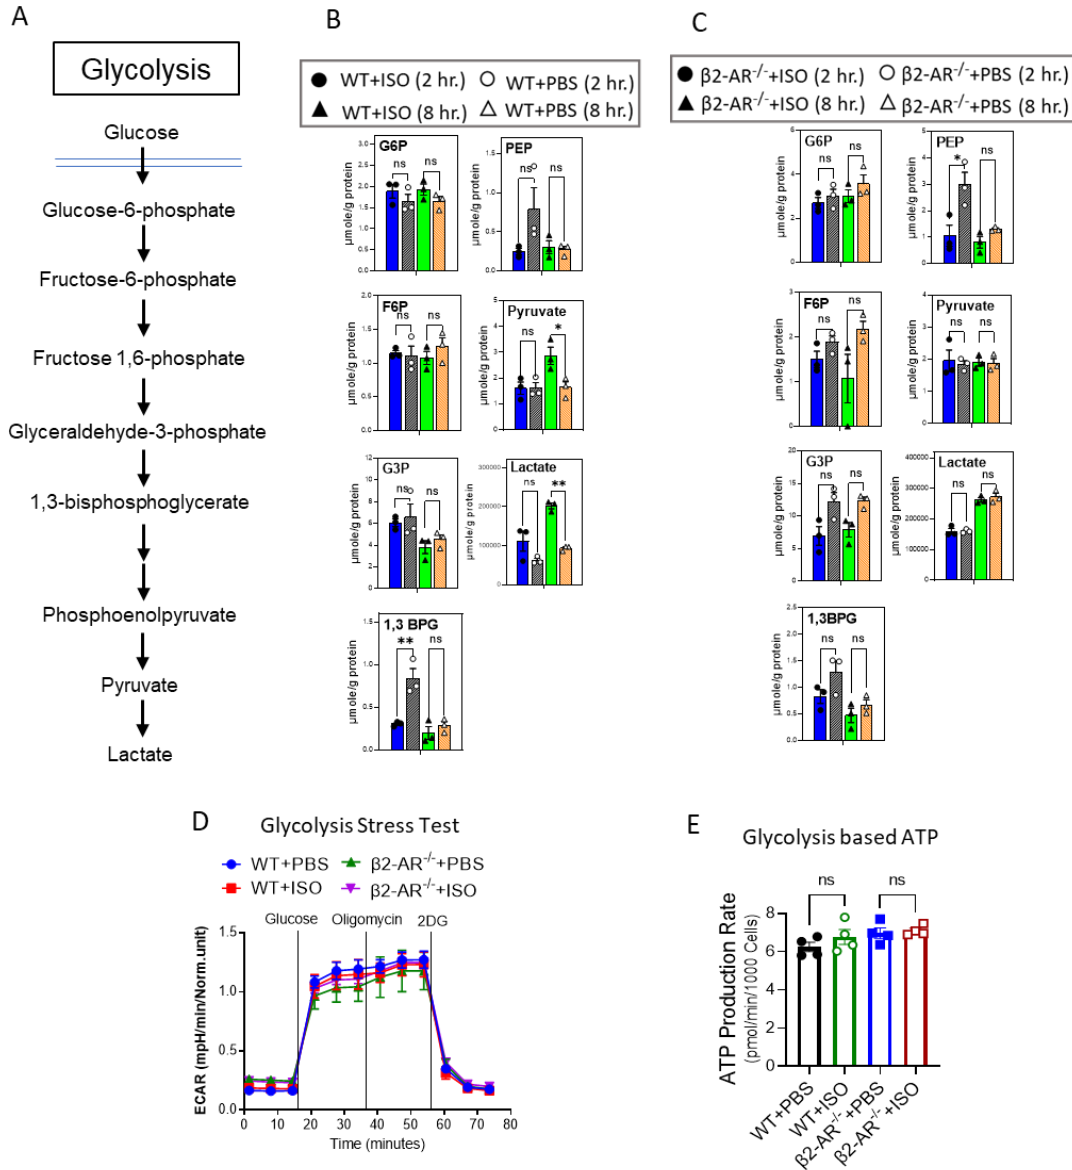

**Figure S7:  $\beta$ -AR signaling in MDSCs does not induce a significant shift in Glycolysis pathway intermediates.** MDSCs were generated *in vitro*, using IL-6 (40 ng/ml) and GM-CSF (40 ng/ml) and presence of isoproterenol (10  $\mu$ M) from both WT and  $\beta$ 2-AR $^{-/-}$  mice. **(A-B)** Generated MDSCs were treated with  $^{13}\text{C}_5$ -Gln as described in **Figure 5A**. **(A)** Schematic diagram demonstrating glycolysis pathway metabolites. Metabolites of glycolysis pathway are shown as a diagram. **(B-C)** Isotope-labeling amounts in glycolysis pathway metabolites were examined 2hr., and 8 hr. timepoints. In WT+PBS compared to **(B)** WT+ISO, and **(C)**  $\beta$ 2-AR $^{-/-}$ +PBS compared to  $\beta$ 2-AR $^{-/-}$ +ISO MDSCs. One-way ANOVA with Bonferroni's multiple comparison tests. (\* $p < 0.05$ ; \*\* $p < 0.01$ ). Data presented as mean  $\pm$  SEM.  $n = 3$  per group. **(D)** Agilent Seahorse XF Glycolysis Stress Test was used to examine extracellular acidification rate (ECAR) in generated MDSCs. **(E)** Agilent Seahorse XF Real-Time ATP Rate Assay was used to determine glycolysis-based ATP generation. Legend in x axis: 0 = unlabeled; C\* = sum of  $^{13}\text{C}$ -labeled species with 0-x number of  $^{13}\text{C}$ ; Total = sum of all the unlabeled and isotope labeled species. One-way ANOVA with Bonferroni's multiple comparison tests. Data presented as mean  $\pm$  SEM.  $n = 4$  per group. Error bars represent  $\pm$  SEM. Source data are provided as a Source Data file.

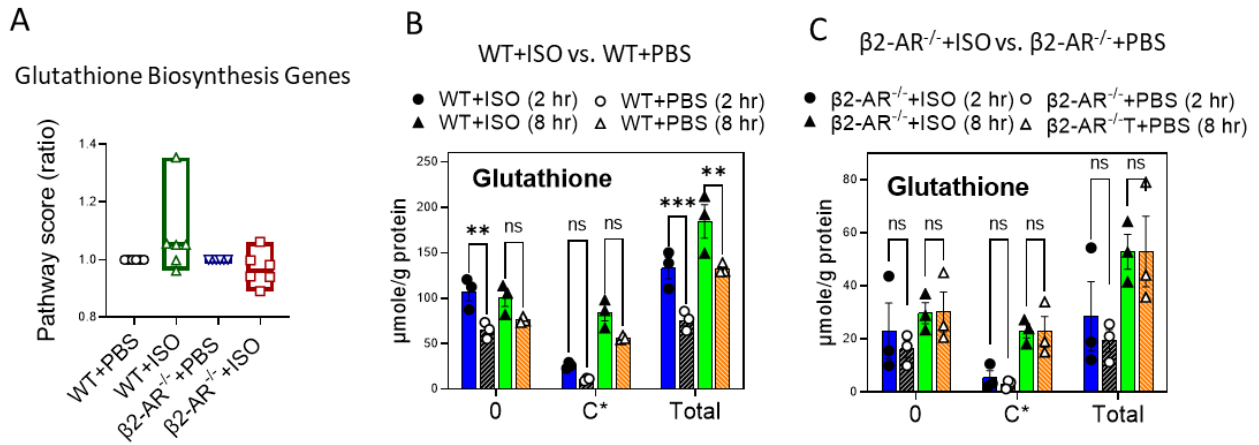

**Figure S8: Glutathione biosynthesis is activated post  $\beta$ -AR signaling in MDSCs.** (A) Pool of gene expression correlation with glutathione biosynthesis in WT+ISO compared to control MDSCs. Each data point represents pathway score value of a scRNA-seq cluster (clusters 0-5 of figure 2E-F). (B-C) MDSCs were generated *in vitro* and treated with  $^{13}\text{C}_5\text{-Gln}$  as described in figure 5A. Generation of glutathione (GSH) is shown according to the isotope-labeling at 2hr., and 8 hr. timepoints for WT+ISO compared to (B) WT+PBS, and  $\beta 2\text{-AR}^{-/-}$ +ISO compared to (C)  $\beta 2\text{-AR}^{-/-}$ +PBS MDSCs. Legend in x axis: 0 = unlabeled; C\* = sum of  $^{13}\text{C}$ -labeled species with 0- x number of  $^{13}\text{C}$ ; Total = sum of all the unlabeled and isotope labeled species. Two-way ANOVA with Tukey's multiple comparison tests. (\*\* $p < 0.01$ ; \*\*\* $p < 0.001$ ). Data are presented as mean  $\pm$  SEM.  $n = 3$  per group. Error bars represent  $\pm$  SEM. Source data are provided as a Source Data file.

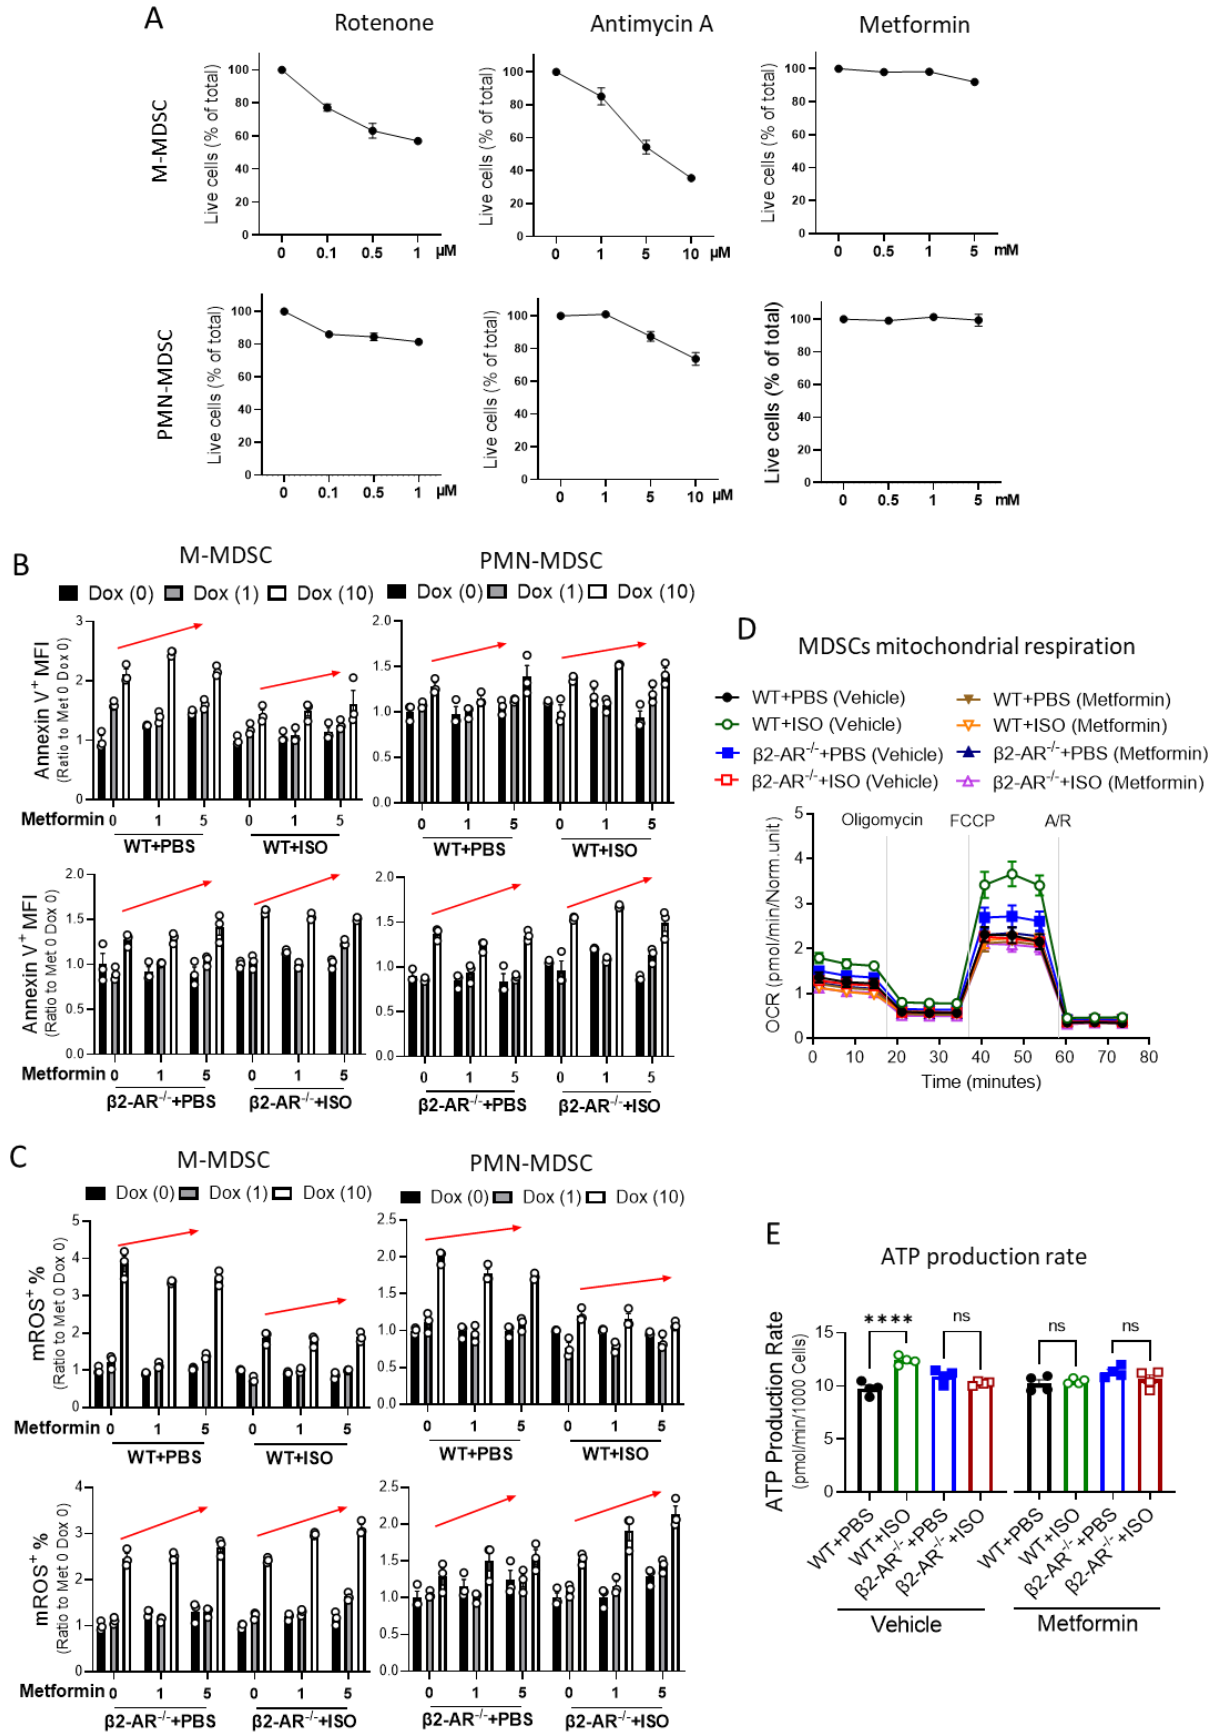

**Figure S9: Blocking electron transport chain (ETC) in mitochondria induces apoptosis in MDSCs.** **(A)** MDSCs were generated *in vitro*, using IL-6 (40 ng/ml) and GM-CSF (40 ng/ml) for 4 days and treated with increasing concentrations of Rotenone (0-1  $\mu$ M), Antimycin A (0-10  $\mu$ M), and Metformin (0-5 mM). After 20 hrs. of treatment, viability was measured by Annexin V staining (live cell: Aqua<sup>-</sup> Annexin V<sup>-</sup>) on CD11b<sup>+</sup>Ly6C<sup>+</sup>Ly6G<sup>-</sup> (M-MDSC), and CD11b<sup>+</sup>Ly6C<sup>-</sup>Ly6G<sup>+</sup> (PMN-MDSC). **(B-C)** MDSCs were generated *in vitro*, in presence of isoproterenol (10  $\mu$ M) from wild type (WT) and  $\beta$ 2AR<sup>-/-</sup> mice and treated with increasing concentrations Metformin (0-5 mM) and doxorubicin (0-10 ng/ml). **(B)** Apoptosis rate was measured by Annexin V staining on M-MDSCs and PMN-MDSCs. **(C)** mROS production was measured by MitoSox Red staining on M-MDSCs and PMN-MDSCs. **(D-E)** MDSCs were generated as **(A)** and **(D)** mitochondrial respiration and **(E)** ATP production was evaluated by seahorse assay. One-way ANOVA with Bonferroni's multiple comparison tests. (\*\*\*\*p <0.0001). Data presented as mean  $\pm$  SEM. n= 4 per group. Error bars represent  $\pm$  SEM. Source data are provided as a Source Data file.

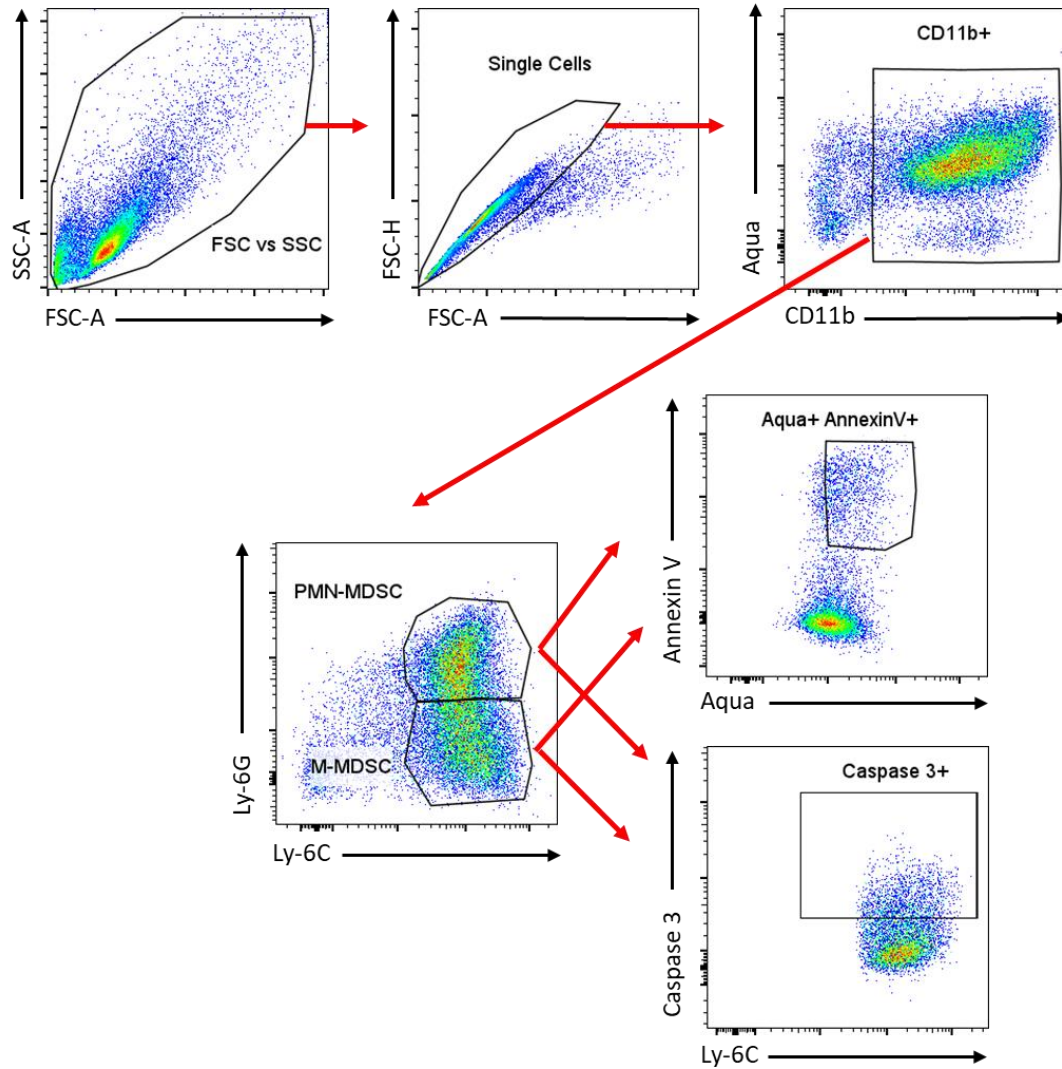

**Figure S10: FACS sequential gating strategy to examine MDSC populations. (A)** Gating strategy to examine the apoptosis markers on the CD11b<sup>+</sup>Ly6C<sup>+</sup>Ly6G<sup>-</sup> cells (M-MDSC) and CD11b<sup>+</sup>Ly6C<sup>+</sup>Ly6G<sup>+</sup> cells (PMN-MDSC). The same gating strategy was used to examine other functional markers I M-MDSCs and PMN-MDSCs.

# Supplementary material for: Myeloid-derived suppressor cell mitochondrial fitness governs chemotherapeutic efficacy in hematologic malignancies
**Source:** Nat Commun. 2024 Mar 30;15:2803. doi: 10.1038/s41467-024-47096-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection TraceFinder\_V5 software to collect tracing experiment data

Data analysis TraceFinder\_V5 software to analyze tracing experiment data; FlowJo\_V10 software to analyze flow cytometry data; Graphpad Prism\_V9 to perform statistical analysis on different data set.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw and processed sequencing data (single cell RNA-seq) generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE254512. All data supporting the findings of this study are available within the article or in the Supplementary Information. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a ☐ Involved in the study

☐ ☒ Antibodies

☐ ☒ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☐ ☒ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

### Methods

n/a ☐ Involved in the study

☒ ☐ ChIP-seq

☐ ☒ Flow cytometry

☒ ☐ MRI-based neuroimaging

## Antibodies

Antibodies used

Anti-mouse CD11b Antibody (clone: M1/70) BUV395 conjugated BD Biosciences Cat No#563553; RRID: AB\_2738276  
 Anti-mouse Ly-6C Antibody (clone: HK1.4) Brilliant Violet 421™ conjugated BioLegend Cat No#128032; RRID: AB\_2562178  
 Anti-mouse Ly-6G Antibody (clone: 1A8) APC conjugated BioLegend Cat No#127614; RRID: AB\_2227348  
 Anti-mouse Ly-6G Antibody (clone: 1A8) PE conjugated BD Biosciences Cat No#551461; RRID: AB\_394208  
 Anti-mouse Nos2 (iNOS) Antibody (clone: W16030C) PE conjugated BioLegend Cat No#696806; RRID: AB\_2876745  
 Anti-human/mouse Arginase 1/ARG1 Antibody (Polyclonal) FITC conjugated R&D Systems Cat No#IC5868F; RRID: AB\_10718118  
 Anti-mouse/human ATP1F1 Antibody (Clone: 5E2D7) Alexa Fluor® 488 conjugated Abcam Cat No#ab198075; RRID: AB\_10861497

Anti-mouse/human ATPIF1 Antibody (Clone: 5E2D7) Unconjugated ThermoFisher Cat No#A-21355;  
RRID: AB\_2535841  
Anti-mouse NRF2 Antibody (clone: D1Z9C) PE conjugated Cell Signaling Cat No#14409;  
RRID: AB\_2798474  
Purified anti-NRF2 Antibody (clone:  
W19086B) Unconjugated BioLegend Cat No#939201; RRID: AB\_2892502  
AMPK $\alpha$  Rabbit mAb (clone: D5A2) Unconjugated Cell Signaling Cat No# 5831 RRID: AB\_10622186  
Anti-AMPK-alpha, phospho (Thr172) (clone: 40H9) Unconjugated Cell Signaling Cat No# 2535  
RRID: RRID:AB\_331250  
Vinculin (clone: E1E9V) Unconjugated Cell Signaling Cat No# 13901  
RRID: AB\_2728768  
Anti-rabbit IgG antibody (polyclonal) Horseradish peroxidase-conjugated Cell Signaling Cat No# 7074;  
RRID: AB\_2099233  
Anti-mouse IgG antibody (polyclonal) Horseradish peroxidase-conjugated Cell Signaling Cat No# 7076;  
RRID: AB\_330924

## Validation

Anti-mouse CD11b Antibody (clone: M1/70); Reactivity and QC at: RRID: AB\_2738276  
Anti-mouse Ly-6C Antibody (clone: HK1.4); Reactivity and QC at: RRID: AB\_2562178  
Anti-mouse Ly-6G Antibody (clone: 1A8); Reactivity and QC at: RRID: AB\_2227348  
Anti-mouse Ly-6G Antibody (clone: 1A8); Reactivity and QC at: RRID: AB\_394208  
Anti-mouse Nos2 (iNOS) Antibody (clone: W16030C); Reactivity and QC at: RRID: AB\_2876745  
Anti-human/mouse Arginase 1/ARG1 Antibody (Polyclonal); Reactivity and QC at: RRID: AB\_10718118  
Anti-mouse/human ATPIF1 Antibody (Clone: 5E2D7); Reactivity and QC at: RRID: AB\_10861497  
Anti-mouse/human ATPIF1 Antibody (Clone: 5E2D7); Reactivity and QC at: RRID: AB\_2535841  
Anti-mouse NRF2 Antibody (clone: D1Z9C); Reactivity and QC at: RRID: AB\_2798474  
Purified anti-NRF2 Antibody (clone: W19086B); Reactivity and QC at: RRID: AB\_2892502  
AMPK $\alpha$  Rabbit mAb (clone: D5A2); Reactivity and QC at: RRID: AB\_10622186  
Anti-AMPK-alpha, phospho (Thr172) (clone: 40H9); Reactivity and QC at: RRID: RRID:AB\_331250  
Vinculin (clone: E1E9V); Reactivity and QC at: RRID: AB\_2728768  
Anti-rabbit IgG antibody (polyclonal) Horseradish peroxidase-conjugated; Reactivity and QC at: RRID: AB\_2099233  
Anti-mouse IgG antibody (polyclonal) Horseradish peroxidase-conjugated; Reactivity and QC at: RRID: AB\_330924

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                 |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | EL4 cell line; ATCC; ATCC® TIB-39. EL4 is a T lymphoblast that was established from a lymphoma induced in a C57BL mouse by 9,10-dimethyl-1,2-benzanthracene. This cell line can be used in immunology research. |
| Authentication                                                       | The EL4 cell line was purchased from ATCC and the authentication was done by ATCC.                                                                                                                              |
| Mycoplasma contamination                                             | The cell line was tested negative for Mycoplasma contamination                                                                                                                                                  |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | There was no misidentified cell line in this study.                                                                                                                                                             |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J (B6 CD45.2+) from The Jackson Laboratory with Stock No: 000664. Sex: Female; Age: 6-10 weeks old.<br>C57BL/6NJ from The Jackson Laboratory with Stock No: 005304. Sex: Female; Age: 6-10 weeks old.<br>C57BL/6NJ-Acod1em1(IMPC)/J from The Jackson Laboratory with Stock No: 029340. Sex: Female; Age: 6-10 weeks old.<br>B6.129P2-Lyz2tm1(cre)lfo/J (LysMCre) from The Jackson Laboratory with Stock No: : 004781. Sex: Female; Age: 6-10 weeks old.<br>C57BL/6J ( $\beta$ 2-AR-/-) Sex: Female; Age: 6-10 weeks old. |
| Wild animals            | This study did not involve wild animals.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Reporting on sex        | The sex was reported for each experiments. Experiments were done on female mice.                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | This study did not involve field-collected samples.                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | Animal work was done in accordance with the Institutional Animal Care and Use Committee (IACUC)-approved protocol according to Roswell Park animal care guidelines (protocol #1143M).                                                                                                                                                                                                                                                                                                                                           |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|---------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | To obtain cells from the spleen or bone marrow of mice, tissues were harvested and mechanically disintegrated, passed through a 70 µm strainer, followed by red blood cell (RBC) lysis. For in vitro cultured cells, MDSCs were harvested 4 days post differentiation.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Instrument                | Cells were analyzed using the BD LSRFortessa™ Cell Analyzer (BD Bioscience).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Software                  | Cells were analyzed using FlowJo V10 software.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Cell population abundance | The purity of in vitro generated MDSCs were more than 90% (CD11b+).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Gating strategy           | <p>M-MDSC: FSC/SSC, Single cell on FSC/FSH, SSC on Aqua- for Live cell, then Aqua-CD11b+, then Ly6C+Ly6G-</p> <p>PMN-MDSC: FSC/SSC, Single cell on FSC/FSH, SSC on Aqua- for Live cell, then Aqua-CD11b+, then Ly6C-Ly6G+</p> <p>M-MDSC (Caspase 3+): FSC/SSC, Single cell on FSC/FSH, SSC on Aqua- for Live cell, then Aqua-CD11b+, then Ly6C+Ly6G-Caspase3+</p> <p>PMN-MDSC (Caspase 3+): FSC/SSC, Single cell on FSC/FSH, SSC on Aqua- for Live cell, then Aqua-CD11b+, then Ly6C-Ly6G+Caspase 3+</p> <p>M-MDSC (Nrf2+): FSC/SSC, Single cell on FSC/FSH, SSC on Aqua- for Live cell, then Aqua-CD11b+, then Ly6C+Ly6G-Nrf2+</p> <p>PMN-MDSC (Nrf2+): FSC/SSC, Single cell on FSC/FSH, SSC on Aqua- for Live cell, then Aqua-CD11b+, then Ly6C-Ly6G+Nrf2+</p> <p>M-MDSC (Annexin V+): FSC/SSC, Single cell on FSC/FSH, SSC/CD11b+, Ly6C+Ly6G-, then Aqua+Annexin V+</p> <p>PMN-MDSC (Annexin V+): FSC/SSC, Single cell on FSC/FSH, SSC/CD11b+, Ly6C-Ly6G+, then Aqua+Annexin V+</p> <p>M-MDSC (mROS+): FSC/SSC, Single cell on FSC/FSH, SSC on Aqua- for Live cell, then Aqua-CD11b+, then Ly6C+Ly6G-mROS+</p> <p>PMN-MDSC (mROS+): FSC/SSC, Single cell on FSC/FSH, SSC on Aqua- for Live cell, then Aqua-CD11b+, then Ly6C-Ly6G+mROS+</p> |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

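Live CD11b+ MDSCs generated in vitro from bone marrow, with ISO or PBS, were profiled by scRNA-seq in 4 libraries, 1 per group. The 4 were filtered and clustered together. Values are given for the 2 WT libraries, and the rest is not reported here. The authors deposited UMI counts per gene and cell from Cell Ranger 7.0.0, as the file header states, without normalization, and for barcodes kept as cells alone. The rule by which barcodes were assigned to samples, the genome build and the treatment of introns are not stated in the paper's text or the files. The paper's text does not name the software of the clustering, or the genes and method of the pathway scores. Positions of genes come from an annotation of GRCm39, matched by Ensembl identifier.

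From these counts, cells with at least 200 genes and at most 10% mitochondrial UMIs were kept, 9303 of 9525 cells. The 12 multiplexing tags were left out. The WT libraries held 24393687 and 29400468 UMIs after the filter. Groups were taken from the sample titles and the paper. All 4 samples carry isoproterenol in the labels' treatment field, which conflicts with both.

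Counts were scaled to 10000 per cell and log-transformed, and clusters were found with scanpy 1.11.5 and the Leiden method (30 principal components, 15 neighbours, seed 0). The resolution was to be the lowest, from 0.1 to 1.5 in steps of 0.05, that gave 6 clusters with at least 1% of cells each. No resolution of the 29 gave 6 such clusters and none smaller. After this was seen, the rule was read as allowing smaller clusters beside the 6, and 0.4 was used, with a further cluster of 80 cells (0.86%). Markers of each class had been fixed beforehand, but the rule that turns them into names had not. In all, 3 naming rules were run, each written after the clusters and their shares per library had been seen. The rule used is the last of these: at least 3 markers of the class in at least 10% of the cluster's cells, a mean log2 ratio of at least 1, and at least 1 marker among the 10 leading genes. The results of the other 2 are given with the alternatives.

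Scrublet (expected rate 6%) called 17 of 9303 cells doublets (0.183%), far below the expected rate. Whether the method missed doublets or few were present was not tested. Called doublets were therefore kept, and doublets remain possible, above all among cells with many UMIs.

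Gene lists for intrinsic apoptosis, the TCA cycle, glutathione biosynthesis, the anti-apoptotic BCL2 family, the cAMP response, the STAT3 response, the Nrf2 response and complex I were written before the data were examined. The value of a list is the log2 ratio of its summed CPM, ISO over PBS. The median of its genes with at least 50 UMIs was set against 10000 random lists of the same size, drawn within 20 bins of expression. No p-value was computed, since each group has 1 library. Intervals are 95% and cover counting error only. The median log2 ratio of all genes was -0.024.

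The genes named are those the paper names for MDSCs, members of the lists, markers of sex, Nnt, and by rule the 5 largest increases and decreases with ISO per lineage (at least 100 UMIs, same sign in each cluster with at least 20 UMIs). Which list members to show was chosen after their values were seen.

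The alternatives were other filters on cells, removal of called doublets, other clusterings, other scalings, equal weights per cell and fixed cluster weights. The median over a list's genes, other gene lists, and scores of cells thinned to 2311 UMIs were also used. Reactome lists came from fgsea 1.28.0, with 39 of 43, 19 of 20 and 7 of 8 identifiers matched for apoptosis, the TCA cycle and glutathione. The ratios were tested on simulated data with 200 changed genes among 10771. The sign was recovered for 100% of the changed genes, intervals covered the true ratio for 94%, and 6 of 100 unchanged lists reached the 95 percentile. The simulated changes were larger than the list ratios over all cells reported here. Counts were drawn with counting error alone, without spread between cells or cultures. The simulation therefore does not show how well smaller ratios are recovered, or how intervals behave beyond counting error.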

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

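Both tests in this part, of cluster composition and of library size scaling, were chosen after the result was seen. So was the use made here of the comparison with random lists. Each group has 1 library, so the difference below was not tested against the spread between cultures. In each test a ratio was read as keeping its sign when it lay farther from 0 than its counting error.

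The Nrf2 response list rose with ISO in WT, by a log2 ratio of 0.346. It drew attention because it was the one list outside the 3 pathways the paper scores whose counting interval lay above 0, and the paper does not score it in these libraries. A change in cluster composition would take the sign away once clusters are held at fixed weights, and the ratio was then 0.642, which argues against it. Under 2 other scalings of the libraries the lower ratio was 0.370. Both scalings raised the ratios of all genes alike by a small amount, so they could not have taken the sign away and decide nothing. A scaling error would shift the matched random lists as well. The median of the list's genes, 0.379, stood at the 100.0 percentile of those lists, which argues against library size scaling. An effect of ISO on Nrf2 targets and a difference between the 2 cultures stay open and were not told apart by any test here.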

How the results depend on the processing

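The alternatives were set before the data were examined, apart from resolutions 0.35 and 0.45 and both further naming rules, which were added after the clusters were seen. No paired analysis was possible because each group has 1 library and no test was made. Of 56 alternative values for the PMN-like share and the 3 lists, 19 stayed within the counting interval of the reported value. Another 34 were counted as moved outside it, and 3 changed sign. The 34 include the score differences of thinned cells, which are on another scale and were counted as moved without comparison with the interval. Except where a value below is compared directly, the cause was not tested.

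PMN-like shares are given for WT+PBS and WT+ISO in that order. With no filter on cells they were 43.4 and 59.8%, with called doublets removed 41.6 and 56.8%, at resolution 1.0 40.6 and 58.4%, and with 30 neighbours 45 and 62.1%. Without the 50 genes that differ most they were 71.4 and 77.6%. With 4000 variable genes only WT+ISO moved, to 68.3%. Resolution 0.35 gave 71.3 and 76.5%, and resolution 0.45 gave 44.6 and 62.6%. Names from the mean marker ratio alone gave 56.6 and 58.6%, and names without the condition on leading genes 72.4 and 77.5%. The share was higher in WT+ISO than in WT+PBS in each of these, but by 58.6 against 56.6% under the first of those naming rules, which called cluster 0 eosinophil and so left it out. The filter of at least 1000 genes and at most 5% mitochondrial UMIs reached no resolution with 6 clusters, so it gives no share.

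The log2 ratios of the lists are given as ISO over PBS in WT. Without the 20 most abundant genes in the totals they were 0.118 for apoptosis and 0.096 for the TCA cycle, and with median-of-ratios size factors 0.077 for the TCA cycle. With clusters at fixed weights they were 0.124 for apoptosis and 0.943 for glutathione. With equal weight per cell they were 0.044 for apoptosis and 0.755 for glutathione. As medians over the genes of a list they were 0.040 for apoptosis, 0.016 for the TCA cycle and -0.018 for glutathione, the last with its sign changed.

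Other gene lists also mattered. The Reactome lists gave -0.0042 for apoptosis, a change of sign, and 0.620 for glutathione. With the anti-apoptotic BCL2 family added, apoptosis was -0.191, a change of sign that follows from those genes' own ratio of -0.487. Without Gclm, glutathione was 0.069, and with Gclc, Gclm and Gss alone 0.896. Scores of thinned cells, on another scale, differed between ISO and PBS by 0.0059 for apoptosis, 0.014 for the TCA cycle and 0.074 for glutathione.

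Of 217 alternative values for single genes, 188 stayed within the counting interval, 28 moved outside it and 1 moved outside it with its sign changed. Where the interval spanned 0, values that stayed within it could change sign too. Slc38a2 was -0.020 as reported and 0.022 without the 20 most abundant genes, and Gss was 0.024 as reported and -0.086 with equal weight per cell. With clusters at fixed weights, Acod1 was 0.165, against -0.300 as reported. Of 12 values for medians over clusters, 10 stayed and 2 moved.

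The depth limits the glutathione list without Gclm, which rests on 1206 and 1525 UMIs, and genes with few UMIs. With 1 library per group the spread between cultures was not measured.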

Differences from the paper's values

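For the intrinsic apoptosis score, the paper's median over 6 clusters in WT, ISO over PBS, is about 0.34 in Fig. 2G, read by eye, and the median ratio of the list here was 1.08. The paper's text does not name the formula or scale of its score, and the clusters were rebuilt here, so the values need not be on one scale. The mean scores of thinned cells computed here were below 0 in WT+PBS and WT+ISO (-0.0552 and -0.0493), so a ratio of scores depends on the score's formula, and the values cannot be set against each other as sizes. Of the alternatives set before the data were examined, 4 were run for this median. It was 1.08 with the stricter filter on cells, 1.08 with called doublets removed, 1.05 without the most abundant gene and 1.03 with the Reactome list.

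For the glutathione biosynthesis score, the paper's median in WT is about 1.1 in Fig. S8A, read by eye, against 1.89 here. The scale of this score is not named either. Mean scores of thinned cells were again below 0 (-0.0883 in WT+PBS and -0.0143 in WT+ISO), and the same limit holds. Under the same 4 alternatives, set before the data were examined, the median was 1.88 with the stricter filter, 1.89 with called doublets removed, 1.14 without the most abundant gene, Gclm, and 1.7 with the Reactome list.

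The paper states that genes of the intrinsic apoptotic pathways were lower in WT+ISO. Here the list had 973.5 CPM in WT+ISO and 923.8 in WT+PBS. The settings that gave a lower value with ISO were the Reactome list (log2 ratio -0.0042) and the list with the anti-apoptotic BCL2 family added (-0.191).

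The paper states that its 6 clusters were alike in frequency between the groups. The clusters rebuilt here need not be the paper's. The shares in WT+PBS and WT+ISO lay farthest apart for cluster 2 (24.4% and 12.7%), cluster 3 (17.2% and 26.5%) and cluster 4 (13.9% and 7.29%). They were closer for cluster 0 (15.8% and 18.9%), cluster 1 (14.9% and 19.4%) and cluster 5 (12.6% and 14.6%). The difference from the paper may come from rebuilt clusters, which was not tested. Without the 50 genes that differ most between the WT libraries, the PMN-like share was 71.4% and 77.6%. That setting cannot decide the question, because those genes were picked for their difference and the share pools several clusters.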

Other observations

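The tests of the glutathione list by the Nrf2 response list and those on eosinophil granule genes were chosen after the results were seen. Fixed cluster weights, the list without Gclm and scores of thinned cells had been set as alternatives before the data were examined, but were read as tests of explanations in WT only after their values were seen.

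The glutathione list was higher with ISO. Cluster composition does not account for it, since the ratio at fixed weights was 0.943, and neither does depth per cell, since the score of thinned cells rose by 0.074. Without Gclm the ratio was 0.069, so the rise may rest on this gene. The Nrf2 response list without Gclc and Gclm had a median log2 ratio of 0.349, at the 100.0 percentile of matched random lists, which is consistent with a wider response of Nrf2 targets to ISO. Hmox1 had a log2 ratio of 0.94 (1.500 with clusters at fixed weights) and Nqo1 1.26 (1.389). These were noticed and tested on the same libraries and are hypotheses.

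The anti-apoptotic BCL2 family list had a log2 ratio of -0.487 over all cells, with a median at the 0.0 percentile of matched random lists. The paper reports higher Bcl2 protein with ISO, but Bcl2 gave only 354 of the list's 24637 UMIs in WT+PBS. Its median over the 6 larger clusters was -0.207, with 1 of 6 above 0, so the value over all cells was farther from 0 than that within clusters. These are transcripts of cells grown with ISO throughout, whereas the paper measured protein in cells given ISO after they had been generated. The cAMP response list had -0.296 over all cells and a median of -0.145 over the clusters, with 0 of 6 above 0. The STAT3 response list had -0.155 and -0.001, with 3 of 6 clusters above 0, and the complex I list 0.008 and -0.011. For single genes, the log2 ratio over all cells is followed here by that with clusters at fixed weights. Bcl2 had -0.715 and -0.351, Bcl2l1 -0.470 and -0.201, and Mcl1 -0.284 and -0.139. Bcl2l11, a pro-apoptotic gene of the intrinsic apoptosis list, had -0.586 and -0.205, and Stat3 -0.137 and -0.018. Nfe2l2 had -0.403 and -0.226, Acod1 -0.300 and 0.165, Atpif1 0.114 and 0.092, Cycs 0.139 and 0.125, and Idh2 0.183 and 0.119. The paper reports higher Acod1 by PCR with ISO, and lower ATPIF1 protein, from which it concludes that Atpif1 expression falls. Here Acod1 was lower over all cells (interval -0.524 to -0.076) but not at fixed weights. Atpif1 transcripts were higher with ISO (interval 0.079 to 0.149), the direction opposite to the paper's.

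In PMN-like clusters the largest decreases with ISO included Prg2, from 975 to 15 UMIs, Epx, from 184 to 4, and Prss34, from 101 to 2. Cells with at least 5 UMIs of the eosinophil granule genes Prg2, Epx and Prg3 numbered 4 of 2210 in WT+PBS, 0.181% (0.0493 to 0.463), and 0 of 2264 in WT+ISO (0 to 0.163%). These 4 cells held 1228 of the 1255 UMIs of the 3 genes in WT+PBS. All other cells held 27 UMIs in WT+PBS and 34 in WT+ISO, so the decrease came from these 4 cells, as did 100 of the 101 Prss34 UMIs. Whether ISO changed the number of such cells or they were in 1 culture by chance cannot be told apart, because the cells are too few. Counting intervals take UMIs as independent, which does not hold for genes carried by a few cells.

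Stfa1 fell by 1.54 on the log2 scale in PMN-like clusters, and Ly6a rose by 1.89, with 114 of its 189 UMIs in WT+ISO in 4 cells. In cluster 4, the macrophage- or dendritic-cell-like cluster, Ccl17 had a log2 ratio of -4.73 and was found in 45 of 307 cells in WT+PBS and 4 of 165 in WT+ISO. Asgr2 had -4.72 and was found in 65 and 8 cells in the same order. Serpinb2 had 2.48 and Hmox1 1.93.

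Xist had 9442 UMIs in WT+PBS and 10586 in WT+ISO, while Eif2s3y had 0 in both and Ddx3y 7 in both. Nnt had 26 and 32 UMIs in the same order.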
